# Quality control of transcription start site selection by nonsense-mediated-mRNA decay

**DOI:** 10.7554/eLife.06722

**Published:** 2015-04-23

**Authors:** Christophe Malabat, Frank Feuerbach, Laurence Ma, Cosmin Saveanu, Alain Jacquier

**Keywords:** non-coding RNAs, RNA quality control, non-sense mediated mRNA decay, nuclear RNA degradation, transcription initiation, *S. cerevisiae*

## Abstract

Nonsense-mediated mRNA decay (NMD) is a translation-dependent RNA quality-control pathway targeting transcripts such as messenger RNAs harboring premature stop-codons or short upstream open reading frame (uORFs). Our transcription start sites (TSSs) analysis of *Saccharomyces cerevisiae* cells deficient for RNA degradation pathways revealed that about half of the pervasive transcripts are degraded by NMD, which provides a fail-safe mechanism to remove spurious transcripts that escaped degradation in the nucleus. Moreover, we found that the low specificity of RNA polymerase II TSSs selection generates, for 47% of the expressed genes, NMD-sensitive transcript isoforms carrying uORFs or starting downstream of the ATG START codon. Despite the low abundance of this last category of isoforms, their presence seems to constrain genomic sequences, as suggested by the significant bias against in-frame ATGs specifically found at the beginning of the corresponding genes and reflected by a depletion of methionines in the N-terminus of the encoded proteins.

**DOI:** http://dx.doi.org/10.7554/eLife.06722.001

## eLife digest

Eukaryotes such as animals, plants and fungi store their DNA within the nucleus of each of their cells. Genes within this DNA contain the instructions needed to make molecules of RNA; some of which can leave the nucleus and be decoded to build proteins. However, not all of the DNA that is copied into RNA actually codes for proteins. Instead, some RNA molecules are important parts of the cell's protein-making machinery in their own right, and others help to regulate the expression of genes as RNAs or proteins.

Nevertheless, many non-coding RNAs don't have such clear roles. Often these RNAs—which are called ‘pervasive transcripts’—are quickly destroyed within the nucleus, but it is likely that some molecules will escape this quality-control mechanism. If the cell's protein-making machinery decodes these RNAs, it could lead to the production of faulty or harmful proteins. Recent research suggested that another quality-control mechanism, which typically eradicates incorrectly processed protein-coding RNAs, could also destroy unneeded or harmful pervasive transcripts. But it was not clear how common it was for this process—called ‘nonsense-mediated decay’—to be used for this purpose.

Now Malabat, Feuerbach et al. have engineered yeast cells that lacked either the genes required to carry out nonsense-mediated decay or the ability to destroy RNA molecules in the nucleus. Experiments with these yeast cells revealed that about half of all pervasive transcripts can be destroyed via nonsense-mediated decay; this suggests that this mechanism serves as a fail-safe to prevent the build-up of these potentially harmful molecules.

Malabat, Feuerbach et al. also revealed that the enzyme complex that copies gene sequences to make RNA molecules will often also copy some extra DNA sequence from before the start of the gene. On the other hand, it is also common for this enzyme complex to miss the start of the gene and produce an RNA molecule that lacks some of the instructions needed to build the correct protein. Further experiments showed that in yeast these two kinds of incorrectly made protein-coding RNAs could both be identified and destroyed by nonsense-mediated decay as well. The next challenge will be to see to what extent these phenomena are conserved in other eukaryotes.

**DOI:** http://dx.doi.org/10.7554/eLife.06722.002

## Introduction

Recent advances in sequencing technologies led to the detection of a wealth of new RNA transcripts and revealed that eukaryotic genomes are pervasively transcribed. In human cells, roughly 75% of the genome gives rise to RNA transcripts of various length but only an estimated 2% corresponds to protein-coding messenger RNAs (mRNAs) (Djebali et al., 2012). Even in a compact genome such as the budding yeast *Saccharomyces cerevisiae* (*S. cerevisiae*), hundreds of such pervasive non-coding RNAs (ncRNAs) were identified in addition to the stable ncRNAs such as transfer RNAs (tRNAs), small nucleolar RNAs (sn(o)RNAs), and ribosomal RNA (rRNAs) (Neil et al., 2009; Xu et al., 2009; van Dijk et al., 2011; Geisler et al., 2012).

Yeast ncRNAs are transcribed from nucleosome-free regions (NFRs) present throughout the genome, most often at gene promoters and terminators, and part of these RNAs represent by-products of divergent transcription initiation (Neil et al., 2009; Xu et al., 2009). Different mechanisms of RNA quality control prevent their accumulation in wild-type cells. In the nucleus, transcription from bidirectional promoters is restricted by early termination-coupled RNA degradation pathways (Arigo et al., 2006; Thiebaut et al., 2006; Almada et al., 2013; Ntini et al., 2013). In the yeast *S. cerevisiae*, degradation-coupled transcription termination of pervasive transcripts relies on the Nrd1-Nab3-Sen1 (NNS) complex, which interacts with the carboxy-terminal domain (CTD) of the RNA polymerase II (RNAPII) phosphorylated on serine 5 and triggers termination upon recognition of short sequences on the nascent RNA (Arigo et al., 2006; Thiebaut et al., 2006; Gudipati et al., 2008; Vasiljeva et al., 2008; Schulz et al., 2013). Early termination of these transcripts (named CUTs for cryptic unstable transcripts) is coupled with the recruitment of the Trf4-Air2-Mtr4 (TRAMP) complex and the Rrp6-containing nuclear RNA-exosome for rapid degradation (Wyers et al., 2005; Davis and Ares, 2006; Tudek et al., 2014). However, a significant proportion of the pervasive transcripts can escape this early nuclear quality-control step and be exported to the cytoplasm where they are targeted for degradation by the cytoplasmic 5′-3′ exonuclease Xrn1 (XUT; van Dijk et al., 2011). Some pervasive transcripts seem to be immune enough to both surveillance pathways to be detectable in wild-type cells and are called SUTs (stable unannotated transcripts; Xu et al., 2009). The distinction between these different classes of transcripts is not very stringent. Their behavior can be similar, as illustrated by the fact that in the absence of Xrn1p the average levels of SUTs and CUTs increase by 7.9-fold and 3.6-fold respectively (van Dijk et al., 2011). What makes pervasive transcripts (XUTs in the first instance) highly sensitive to Xrn1p-dependent cytoplasmic degradation remains to be determined but may be linked to the presence of small spurious open reading frames (ORF) in these transcripts that will make them substrates for the nonsense-mediated mRNA decay (NMD) as has been recently demonstrated for a new class of unannotated transcripts (Smith et al., 2014).

Originally described more than two decades ago as a quality-control pathway targeting for degradation mRNAs containing a premature termination codon (Leeds et al., 1991), NMD is a translation-coupled quality-control pathway affecting cytoplasmic transcripts with restricted coding capacities (for a review see Kervestin and Jacobson, 2012). NMD targets include mRNAs harboring ‘upstream open reading frames’ (uORFs) (He et al., 2003; Arribere and Gilbert, 2013) and unspliced or incorrectly spliced transcripts exported to the cytoplasm (Sayani et al., 2008; Kawashima et al., 2014) accounting for roughly 10–15% of mRNAs in yeast as well as in human cells (Kervestin and Jacobson, 2012 and references therein). This number may be an underestimate since recent studies underscored the structural heterogeneity of most mRNAs at both their 5′ and 3′ -ends (Ozsolak et al., 2010; Arribere and Gilbert, 2013; Pelechano et al., 2013; Waern and Snyder, 2013).

Transcript heterogeneity at the 5′-end is particularly relevant for NMD targeting since the use of different transcription start sites (TSSs) will generate, for a given gene, mRNAs with different 5′-UTRs that may include uORFs. Although NMD targets were previously analysed genome-wide using NMD-deficient strains of *S. cerevisiae*, the techniques used to perform these analyses (He et al., 2003; Kawashima et al., 2014; Smith et al., 2014) did not allow monitoring such individual transcript isoforms and were thus susceptible to have missed a large number of transcripts degraded by this pathway. In order to address this question in a global and systematic manner, we used a modified 5′-RACE approach (Hashimoto et al., 2009; Arribere and Gilbert, 2013) to perform a genome-wide analysis of TSSs in wild-type *S. cerevisiae* cells as well as in cells deficient for nuclear and NMD RNA quality-control pathways. Minor transcript isoforms targeted for degradation by NMD were identified for almost half of yeast protein-coding genes, underscoring the low specificity of TSS selection by RNAPII. In particular, our study revealed for the majority of protein-coding genes the use of TSSs downstream the ATG start codons. This phenomenon has the potential to generate N-terminally truncated proteins if the first ATG encountered by ribosomes translating this 5′ truncated transcript is in the right reading frame. Such an undesirable outcome seems, however, to be counteracted by the significant depletion of in-frame relative to out-of-frame ATGs at the beginning of protein-coding genes in yeast. This bias increases the probability of such transcripts to have very short coding regions and be efficiently degraded by NMD.

Our analysis also showed that NMD restricts the accumulation of cryptic transcripts initiating inside transcribed ORFs as a consequence of altered chromatin structure and provides a fail-safe control mechanism for the removal of pervasive transcripts that escaped degradation by the nuclear quality-control pathway, reminiscent of what has been previously shown for some unspliced pre-mRNAs (Sayani and Chanfreau, 2012). This includes not only a large fraction of the XUTs and SUTs but also a fraction of the CUTs and previously unannotated transcripts, which accumulate to substantial levels only when both pathways are inactive.

## Results

### TSS sequencing technique

To identify TSSs genome-wide and with high specificity we used a modified genomic 5′-RACE approach (Hashimoto et al., 2009; Arribere and Gilbert, 2013) that we called TSS sequencing, which involves a biotin purification step and allows the selective enrichment of the 5′-ends of capped transcripts (see Figure 1A and ‘Materials and methods’). We evaluated the ‘false-discovery’ rate of the method for the identification of TSSs (that is, the proportion of sequencing reads not actually mapping to the 5′-end of capped RNAs) by comparing libraries made using samples treated or not with the tobacco acid pyrophosphatase (TAP), which is required for efficient and specific ligation of the biotinylated primer to the 5′-end of capped-RNAs. To extend this analysis to transcripts that are unstable in wild-type cells, we prepared libraries using RNAs extracted from *upf1∆rrp6∆* double mutant strains. To minimize polymerase chain reaction (PCR) amplification biases and provide an internal control, the *S. cerevisiae* poly(A)^+^ RNAs, treated or not with TAP, were mixed with an equal amount of TAP-treated poly(A)^+^ RNAs from *Schizosaccharomyces pombe* just prior to the ligation step. After normalization using the *S. pombe* sequencing reads and removal of the ribosomal DNA ones, these experiments generated 2,844,877 reads when TAP was used compared with 72,435 reads when TAP was omitted. The ratio between these two numbers provides an upper limit for the false-discovery rate of TSS identification of 2.5%. Analysis of the cumulative 5′-end read counts per nucleotide around the start codon for all protein-coding genes showed that, genome-wide, 77% (2,190,211) of the reads obtained for TAP-treated samples could be mapped within a 200 nucleotide region upstream of the start codons with a maximum at around 30 nucleotides upstream from ATGs, while only 22% mapped to the same region when this treatment was omitted (Figure 1B). However, even in the latter case, the number of mapped reads also peaked at around 30 nucleotides upstream of the ATGs, suggesting that a substantial proportion of these sequences likely correspond to genuine TSSs even though they were generated in the absence of TAP treatment. These data suggest that the real false-discovery rate for TSS is substantially less than 2.5%.

**Figure 1.**
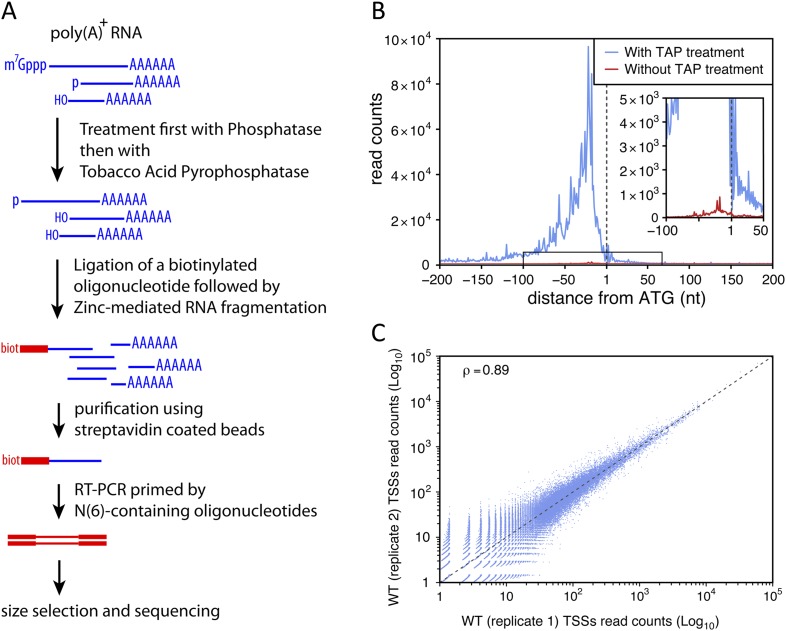
Transcription start site sequencing. (**A**) Schematic view of the methodology used to produce the transcription start site (TSS) sequence-tag libraries (RNA molecules are in blue, DNA molecules in red). (**B**) All protein-coding genes were aligned on the A of their annotated ATG start codon and the distribution of the TSSs read counts was computed for each position in a window from −200 to +200 nucleotides for samples treated (blue curve) or not (red curve) with tobacco acid pyrophosphatase (TAP). The insert within the figure shows a zoomed view of the −100 to +50 nucleotide region. (**C**) Correlation between two biologically independent replicates (replicate 1: library L5p_03.WT, replicate 2: library L5p_04.WT; see Table 1). The Pearson's correlation value (ρ) between the read counts of the 174,151 TSSs identified in the two data sets is indicated. **DOI:** http://dx.doi.org/10.7554/eLife.06722.003

**Figure 1—figure supplement 1.**
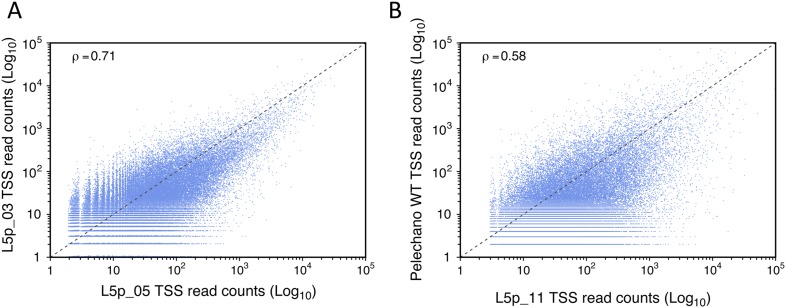
Reproducibility of transcription start site (TSS) sequencing. Correlation between two data sets generated in our laboratory months apart (**A**) and between our data and those published by Pelechano et al. (2013) (**B**). The Pearson's correlation value (ρ) between the two data sets is indicated. **DOI:** http://dx.doi.org/10.7554/eLife.06722.004

**Figure 1—figure supplement 2.**
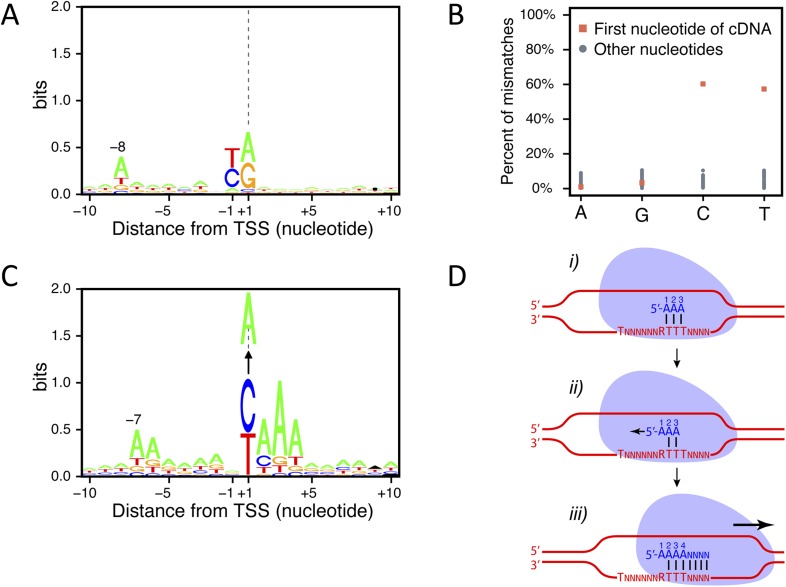
Transcription start site (TSS) consensus sequences. (**A**) Consensus sequence around all the identified TSSs generated using the Web-LOGO algorithm (Crooks et al., 2004). The site of transcription initiation (the TSS) is labeled +1 while the preceding nucleotide position is labeled −1. (**B**) Percentage of mismatches between the actual genomic sequence and the first base (red squares) or all the other bases (blue dots) of the complementary DNAs (cDNAs) after alignment of the TSS reads on the genome. A, G, C, and T on the bottom line correspond to the genomic sequence. A strong percentage of mismatches (∼60%) was observed specifically for the first cDNA position when pyrimidines are encoded on the genome at the corresponding location. In 80% of the cases, these mismatches consisted of a pyrimidine to A mismatch. (**C**) As in (**A**) but taking into account only the TSSs for which a pyrimidine to A mismatch at the 5′-end of the cDNAs was observed. The vertical arrows pointing to an A indicate the fact that the +1 nucleotide position, a pyrimidine in the genome, corresponds to a mismatched A at the first position of the cDNA. Up to 30% of the cDNA 5′-ends mapping on a pyrimidine actually conform to this consensus. Note that the presence of a conserved A at position −7 while it is located at position −8 in the general consensus and the presence of the pyrimidine to A mismatch suggests that transcription may not start at the pyrimidine but rather at the following A. Indeed, if one would remove the base at the 5′-end of the cDNA reads and align these to the genome, they would then perfectly conform to the general consensus, including the A at position −8, suggesting that an extra A is added at the 5′-end of the transcript during its synthesis. (**D**) Schematic model depicting how a one nucleotide ‘backward-shift’ relative to the template occurring during the transcription of the first three consecutive As might lead to the incorporation of four As at the beginning of the transcript. This scenario is supported by the fact that for TSSs mapped at PyAAA sequences, the corresponding transcripts carried three or four As at about equal frequencies, which suggests that this ‘one nucleotide back-shifting’ phenomenon occurs about half of the time when transcription initiates on this particular motif. **DOI:** http://dx.doi.org/10.7554/eLife.06722.005

### Repeatability and reproducibility of TSS sequencing

To estimate the repeatability of the experiment, two independent biological replicates were generated in parallel from wild-type cells and sequenced on different lanes of an Illumina HiSeq 2500 sequencer. The number of reads mapping to the same genomic position were highly correlated (Figure 1C; Pearson's correlation coefficient (ρ) = 0.89, see also Table 1). When we compared data sets for the wild-type strain generated months apart in our laboratory (reproducibility test), we observed lower correlation coefficients (ρ = 0.71) likely reflecting biological variation inherent to samples prepared at different moments (Figure 1—figure supplement 1A). However, the correlation between data generated within our lab is still higher than the correlation between our data and results previously published by Pelechano et al. (2013) (ρ = 0.58; Figure 1—figure supplement 1B) or Arribere and Gilbert (ρ = 0.48; Arribere and Gilbert, 2013) as well as between these two sets of data (ρ = 0.55).

**Table 1.** Libraries generated and analysed in this study **DOI:** http://dx.doi.org/10.7554/eLife.06722.023

Library	Genotype	Total reads count	Unique reads count	Unique reads count mapped on *S. cerevisiae* genome	Unique reads count mapped on *S. pombe* genome
TSS-sequencing					
L5p_01	WT	8,650,655	5,862,245	5,631,307	–
L5p_01	*upf1*∆	9,624,626	7,161,842	6,733,121	–
L5p_01	*rrp6*∆	10,949,693	7,640,701	7,155,101	–
L5p_01	*upf1*∆*rrp6*∆	10,839,311	7,681,910	7,231,052	–
L5p_02	WT	10,139,398	4,207,854	3,949,042	–
L5p_02	*upf1*∆	10,607,408	4,325,398	4,067,154	–
L5p_02	*rrp6*∆	22,861,396	10,269,822	9,711,133	–
L5p_02	*upf1*∆*rrp6*∆	13,803,020	6,526,805	6,207,357	–
L5p_03	WT	11,525,631	4,670,586	4,343,264	–
L5p_03	*upf1*∆	9,832,590	3,338,679	3,122,942	–
L5p_03	*rrp6*∆	11,811,879	5,228,409	4,905,881	–
L5p_03	*upf1*∆*rrp6*∆	17,157,244	7,897,030	7,430,231	–
L5p_04	WT	13,282,069	10,019,742	6,032,695	–
L5p_04	*upf1*∆	14,162,741	10,872,408	6,724,910	–
L5p_04	*set2*∆	14,714,187	11,048,398	6,591,345	–
L5p_04	*upf1*∆*set2*∆	16,958,167	12,121,894	8,081,113	–
L5p_05	WT	11,270,824	4,446,988	4,172,618	–
L5p_05	*upf1*∆	12,093,631	4,599,307	4,323,962	–
L5p_05	*set2*∆	18,047,134	7,132,585	6,724,933	–
L5p_05	*upf1*∆*set2*∆	12,719,564	5,637,310	5,333,480	–
L5p_06	WT	12,253,253	4,800,799	4,463,020	–
L5p_06	*upf1*∆	10,481,413	3,402,317	3,181,752	–
L5p_06	*set2*∆	12,179,190	4,448,762	4,167,876	–
L5p_06	*upf1*∆*set2*∆	14,269,228	5,584,019	5,227,982	–
L5p_07	*upf1*∆*rrp6*∆ + TAP	8,890,286	2,973,612	1,621,712	1,134,673
L5p_07	*upf1*∆*rrp6*∆ − TAP	13,836,172	3,214,470	149,092	2,700,018
L5p_08	*upf1*∆*rrp6*∆ + TAP	9,689,188	2,768,418	1,341,975	1,209,108
L5p_08	*upf1*∆*rrp6*∆ − TAP	9,765,672	2,390,794	82,685	2,074,096
L5p_09	*upf1*∆*set2*∆ + TAP	11,885,938	3,793,668	1,976,161	1,555,818
L5p_09	*upf1*∆*set2*∆ − TAP	11,105,585	2,936,749	117,202	2,552,264
L5p_10	*upf1*∆*set2*∆ + TAP	11,665,986	3,797,708	1,343,091	2,147,100
L5p_10	*upf1*∆*set2*∆ − TAP	11,000,429	2,476,135	59,450	2,145,439
RNAseq					
LT_01	WT	8,104,047	7,257,423	6,634,522	1,761,046
LT_01	*upf1*∆	11,137,269	10,129,315	9,257,158	2,440,195
LT_01	*xrn1*∆	11,619,211	10,631,126	9,737,924	2,310,274
LT_01	*upf1*∆*xrn1*∆	7,947,627	7,299,151	6,645,353	1,678,281
LT_02	WT	34,611,003	27,825,118	22,658,503	3,635,624
LT_02	*upf1*∆	29,379,233	24,421,717	19,815,913	2,966,963
LT_02	*xrn1*∆	26,816,267	22,686,420	18,245,251	2,493,471
LT_02	*upf1*∆*xrn1*∆	25,466,016	21,800,532	16,996,728	2,436,568

### TSS consensus sequences

The complementary DNA (cDNA) sequences were aligned with the genomic sequence (allowing one mismatch in the seed sequence; see ‘Materials and methods’). Analysis of the TSSs and their surrounding sequences using the Web-LOGO algorithm (Crooks et al., 2004) identified a consensus sequence around TSSs (Figure 1—figure supplement 2A) similar to the previously reported one derived from a smaller data set (Zhang and Dietrich, 2005). In particular, we observed a very strong bias to start at a purine (88% of mapped TSSs), usually following a pyrimidine (76% of the mapped TSSs), and the enrichment for an A at position −8 relative to the TSS (A(N)_6_PyPu consensus). Surprisingly, 58% of TSS reads starting with a pyrimidine when aligned on the genome (12% of the mapped TSSs) show a mismatch at their first nucleotide, most of the time an A instead of the encoded pyrimidine (Figure 1—figure supplement 2B). Moreover, in 32% of these cases the surrounding genomic sequences exhibited a specific consensus, A(N)_6_PyAAA (where the underlined base is the mapped TSS; Figure 1—figure supplement 2C). These observations suggest that, in these cases, transcription actually initiates on the A following the pyrimidine and that an additional A is added at the 5′-end of the transcript, possibly by a back-tracking mechanism as proposed in the model described in Figure 1—figure supplement 2D. This may also apply to other TSSs mapped on a pyrimidine and showing a mismatched first nucleotide. It thus appears from this observation that, even though 12% of the TSSs mapped on a pyrimidine, transcription initiation actually occurred on a pyrimidine in less than 5% of cases (42% of non-mismatched cDNAs out of 12% of cDNAs aligned on a pyrimidine).

### The nuclear and cytoplasmic RNA degradation pathways cooperate in the removal of pervasive transcripts

To assess the relative contributions of the cytoplasmic NMD and nuclear RNA control pathways in shaping the yeast transcriptome, the genes encoding Upf1, an RNA helicase essential for NMD, or Rrp6, a nuclear exosome catalytic subunit, were deleted (He et al., 2003; Wyers et al., 2005). 

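Poly(A)+ RNA from wild-type, *upf1∆*, *rrp6∆* and *upf1∆rrp6∆* cells was dephosphorylated, treated with tobacco acid pyrophosphatase (TAP), which removes the cap, and ligated to an oligonucleotide. This enriches the sequenced 5′-ends for those of capped RNAs. Each genotype had 3 libraries. The authors aligned the reads with bowtie 2.2.3 to the S288C R64 genome, removed duplicates by a random tag and grouped 5′-ends no more than 50 nt apart into TSS clusters (TSSCs) over the 12 libraries of this series. TSSCs were then filtered by the authors on a TAP signal to noise of 0.55 and a TSS accuracy of 80%. Each TSSC has 1 deposited value per genotype, a whole number of reads normalized with DESeq2 to the reads that start 50 to 10 nt upstream of ORF ATGs. That this value is the mean of the 3 libraries was inferred from the authors' tools, and the spread between libraries is not in the table. Over all TSSCs the values summed to 4639693 in wild-type, 4985459 in *upf1∆*, 4276051 in *rrp6∆* and 4842344 in *upf1∆rrp6∆* cells. The reads of each library are listed in Table 1 of the paper. For the comparisons, 1 was added to both values and the log2 ratio was taken. A TSSC was counted as higher where it was more than 2-fold higher. The share of higher TSSCs in a class has a 95% Wilson confidence interval (CI), and a median log2 ratio has a 95% CI from order statistics. These intervals treat TSSCs as independent, which they are not, and do not cover the spread between libraries.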

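As a measure of error, *upf1∆* was compared with wild-type in a second set of libraries, made for the *SET2* experiment. TSSCs of both sets that overlapped by at least 1 nt on the same strand gave 12672 pairs. Across these pairs of TSSCs, Pearson's r between the log2 ratios of the 2 sets was 0.91 (95% CI 0.909 to 0.915), Spearman's rho was 0.91, and the difference had an SD of 0.43. With a mean value under 3, r was 0.68 and the SD 0.76. With a mean value of 100 or more, r was 0.97 and the SD 0.17. Of the settings tried, a pseudocount of 0.1 moved r most, to 0.81. Of the 4387 pairs of equal class that were higher in *upf1∆* in this set, 87.2% were also higher in the other. Between the wild-type values of the 2 sets, scaled to equal mRNA medians, 4.35% of mRNA-TSSCs, 12.2% of CUT-TSSCs and 4.10% of XUT- and SUT-TSSCs were more than 2-fold higher in this set, and 0.590%, 2.45% and 3.28% were more than 2-fold lower. Of the intergenic, A- and B-TSSCs, 7.80%, 4.88% and 3.30% were higher and 3.47%, 7.32% and 12.6% lower. These shares are the background of the measure in the 2 directions.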

Since, for a given gene, several closely spaced TSSs can be identified (Pelechano et al., 2013), we used a peak-calling procedure to define, in three biological replicates, TSS clusters corresponding to transcript isoforms with closely spaced 5′-ends (TSSCs; see ‘Materials and methods’). This analysis allowed us to identify 17,812 TSSCs, among which 5927 could be assigned to 5′-ends of mRNAs corresponding to 5231 ORFs (O category in Supplementary file 1), as previously defined (Pelechano et al., 2013). 

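The deposited table held these 17812 TSSCs, with 5927 in the O category on 5231 ORFs. An mRNA-TSSC had a median width of 77 nt and a median wild-type value of 132, and 138 of them were 1 nt wide. In the R64 reference, an ATG stood at the annotated start of 5206 of the ORFs. 6 TSSCs lay outside the 16 nuclear chromosomes and were left out of every sequence analysis. The mRNA-TSSC of *RRP6* (YOR001W), on chromosome XV from 326787 to 326865, had a value of 86 in wild-type, 88 in *upf1∆*, 2 in *rrp6∆* and 7 in *upf1∆rrp6∆* cells. *NAM7* (YMR080C) is the gene of Upf1. Its mRNA-TSSC, on chromosome XIII from 429682 to 429732, lies wholly upstream of the ORF, which starts at 429627, so its value does not test the deletion of the ORF. Its values in wild-type, *upf1∆*, *rrp6∆* and *upf1∆rrp6∆* cells were 220, 176, 280 and 349. *ACT1* (YFL039C), on chromosome VI from 54796 to 54883, had 25663, 24253, 21902 and 23420 in the same order.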

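Cryptic unstable transcripts (CUTs) accounted for 1598 TSSCs on 1305 transcripts, Xrn1-sensitive unstable transcripts (XUTs) for 1667 on 1001, and stable unannotated transcripts (SUTs) for 379 on 270. Their median wild-type values were 2, 4 and 6, far below that of mRNAs. A wild-type value of 0 was listed for 27.3% of the CUT-, 16.8% of the XUT- and 12.7% of the SUT-TSSCs. The F category held TSSCs on 415 stable ncRNAs or repeats.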

Among the remaining TSSCs, 502 and 3644 were assigned to stable ncRNAs or repeated sequences (F category in Supplementary file 1) and previously described pervasive transcripts respectively (C, X and S categories for CUTs, XUTs and SUTs in Supplementary file 1; Neil et al., 2009; Xu et al., 2009; van Dijk et al., 2011).

In contrast to mRNA-TSSCs, the majority of which were unaffected in the absence of Upf1, Rrp6 or both (Figure 2A) and, as expected (Wyers et al., 2005), CUT-TSSCs were strongly stabilized in the absence of Rrp6 (Figure 2B; 79% stabilized significantly, as determined using the moderated estimation of fold change and dispersion function of DESeq2—Love et al., 2014; see ‘Materials and methods’). In contrast, only 23% of the CUT-TSSCs increased significantly in the absence of Upf1. 

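In *rrp6∆* cells, 79.6% (95% CI 77.6% to 81.5%) of the CUT-TSSCs were higher than in wild-type, with a median log2 ratio of 2.75 (2.58 to 2.81). Of the mRNA-TSSCs, 4.29% (95% CI 3.80% to 4.83%) were higher and 2.70% were more than 2-fold lower, with a median of 0.04 (0.02 to 0.05). By the adjusted p-values in the authors' deposited table (under 0.05), 82.1% of the CUT-TSSCs and 19.4% of the mRNA-TSSCs increased. By the same calls, 0.563% of the CUT-TSSCs and 14.0% of the mRNA-TSSCs decreased. The setting that moved the share of CUT-TSSCs most was a filter on a mean of at least 10 over the 2 genotypes compared, which gave 89.6%. This filter favors TSSCs that rose, as the mutant is part of the mean. The CUT-TSSC with the largest increase among those with a mean value of at least 20 was that of CUT232, on chromosome XI from 335237 to 335356, with a value of 1 in wild-type and 290 in *rrp6∆* cells. The next was that of CUT_GIM_1056, on chromosome X from 450640 to 450702, with 1 and 283. With wild-type values this low, no fold is given.

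**Figure D1:**
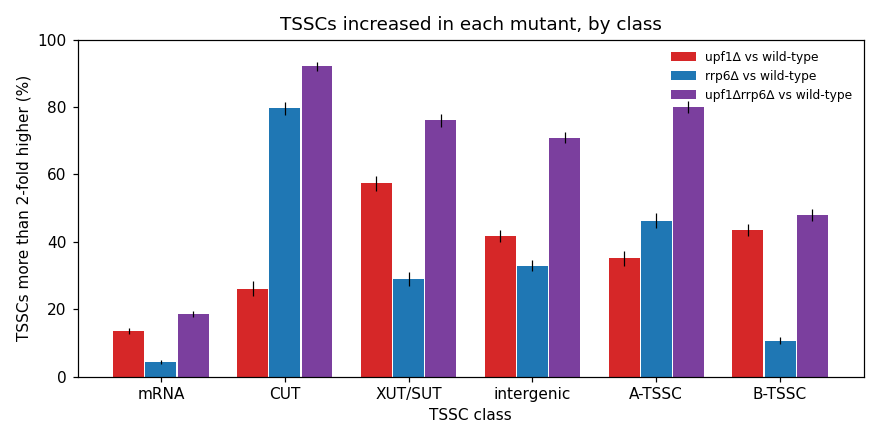
Share of TSSCs (%) in each class that were more than 2-fold higher than in wild-type in *upf1∆*, *rrp6∆* and *upf1∆rrp6∆* cells. Bars are shares and lines are 95% Wilson CIs. For CUTs the *rrp6∆* bar stands at 79.6% and for mRNAs at 4.29%.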

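Of the CUT-TSSCs, 26.2% (95% CI 24.1% to 28.4%) were higher in *upf1∆* than in wild-type, and their median log2 ratio was 0.45 (0.38 to 0.58). In the second set of libraries this share was 41.1% of 839 CUT-TSSCs. Over the 695 CUT-TSSCs paired between the sets, 41.2% were higher in *upf1∆* in this set and 42.9% in the second. Between the wild-type values of these pairs, 12.2% were higher in this set. So the sets differ little where the same CUT-TSSCs are compared, and both shares are above that background. In the authors' deposited table, 26.8% had an adjusted p-value under 0.05 and increased.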

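XUT- and SUT-TSSCs were counted together. In *upf1∆* cells 57.4% (95% CI 55.2% to 59.5%) of them were higher than in wild-type, and in *rrp6∆* cells 28.9% (95% CI 27.0% to 30.9%). The median log2 ratios were 1.32 (1.25 to 1.38) and 0.42 (0.37 to 0.50). Compared with CUTs, the odds of being higher differed in opposite directions: the odds ratio of CUT- over XUT- and SUT-TSSCs was 0.263 in *upf1∆* (two-sided Fisher's exact test, p = 3.1e-81, adjusted p = 4.7e-81 over 12 comparisons of classes) and 9.58 in *rrp6∆* (p = 6.1e-213, adjusted p = 2.4e-212). In the authors' deposited table, 58.8% increased in *upf1∆* and 33.8% in *rrp6∆* cells. XUT_4F-395, on chromosome IV from 831733 to 831900, had the largest increase of an XUT-TSSC in *upf1∆* cells, from 7 to 214 (log2 ratio 4.75), with 13 in *rrp6∆*. SUT324, on chromosome XIV from 200155 to 200312, had the largest of a SUT-TSSC, from 8 to 246 (4.78), with 18 in *rrp6∆*. The next were XUT_11F-207, on chromosome XI from 461509 to 461619, from 1 to 41, and SUT116, on chromosome VII from 362354 to 362404, from 1 to 34. A TSSC of XUT_5F-139, on chromosome V from 285119 to 285321, had 40 in wild-type, 190 in *upf1∆* and 126 in *rrp6∆* cells. The TSSC of XUT_3F-5, on chromosome III from 29474 to 29713, had 53, 216 and 35.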

The opposite situation was observed for XUTs and SUTs, which were more sensitive to the cytoplasmic NMD quality-control pathway (28% vs 52% significantly stabilized in the absence of Rrp6 or Upf1, respectively; Figure 2C,D and Supplementary file 1). Collectively, 39% and 54% of the pervasive transcripts (CUTs, SUTs and XUTs) were significantly sensitive to the absence of Upf1 in a wild-type or *rrp6∆* background, respectively, indicating that NMD targets about half of the pervasive transcripts. 

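Over all 3644 pervasive TSSCs, 43.7% (95% CI 42.1% to 45.3%) were higher in *upf1∆* than in wild-type and 49.3% (95% CI 47.7% to 50.9%) were higher in *upf1∆rrp6∆* than in *rrp6∆* cells. The corresponding increases with an adjusted p-value under 0.05 in the authors' deposited table were 44.8% and 63.3%. mRNA-TSSCs had a median log2 ratio of 0.17 between *upf1∆rrp6∆* and *rrp6∆* cells. Taken relative to that median, 44.6% of the pervasive TSSCs were higher.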

The absence of both Rrp6 and Upf1 had an additive effect on the stabilization of pervasive transcripts. 

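The measure planned before the data were examined was the interaction on the log2 scale, which is 0 where the effects of the 2 deletions multiply. Its median was 0.15 (0.11 to 0.20) for CUT-TSSCs, 0.05 (0.00 to 0.08) for XUT- and SUT-TSSCs and 0.10 for mRNA-TSSCs. As additive effects do not give 0 on that scale, a second measure was chosen after the tables were opened: the log2 ratio of the *upf1∆rrp6∆* value over the sum of the single effects, which is the *upf1∆* value plus the *rrp6∆* value minus the wild-type value. Its median was 0.49 (0.46 to 0.52) for CUT-TSSCs, 0.32 (0.28 to 0.35) for XUT- and SUT-TSSCs and 0.12 for mRNA-TSSCs. The double mutant exceeded the sum more than 2-fold in 19.1% of CUT- and 14.4% of XUT- and SUT-TSSCs, against 2.58% of mRNA-TSSCs and 8.87% of B-TSSCs, whose median over the sum was 0.00. The spread between libraries is part of these shares.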

In the double mutant, 76% and 92% of the XUTs/SUTs and CUTs, respectively, were significantly stabilized, suggesting that NMD provides a fail-safe control mechanism for pervasive transcripts that escaped degradation in the nucleus, reminiscent of what has been previously shown for some unspliced pre-mRNAs (Sayani and Chanfreau, 2012).

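In *upf1∆rrp6∆* cells, 92.1% (95% CI 90.6% to 93.3%) of the CUT-TSSCs and 76.1% (95% CI 74.2% to 77.9%) of the XUT- and SUT-TSSCs were higher than in wild-type (odds ratio 3.65, Fisher's exact test, p = 7.3e-40, adjusted p = 8.8e-40). Median log2 ratios were 3.49 (3.39 to 3.58) and 2.00 (1.97 to 2.04). Relative to the mRNA-TSSCs, whose median log2 ratio in the double mutant was 0.28, these shares were 90.6% and 72.3%. The authors' deposited table gives 93.1% and 80.4% with an adjusted p-value under 0.05. From the further increase when both pathways are missing, the paper proposes that NMD acts as a second barrier behind nuclear degradation.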

**Figure 2.**
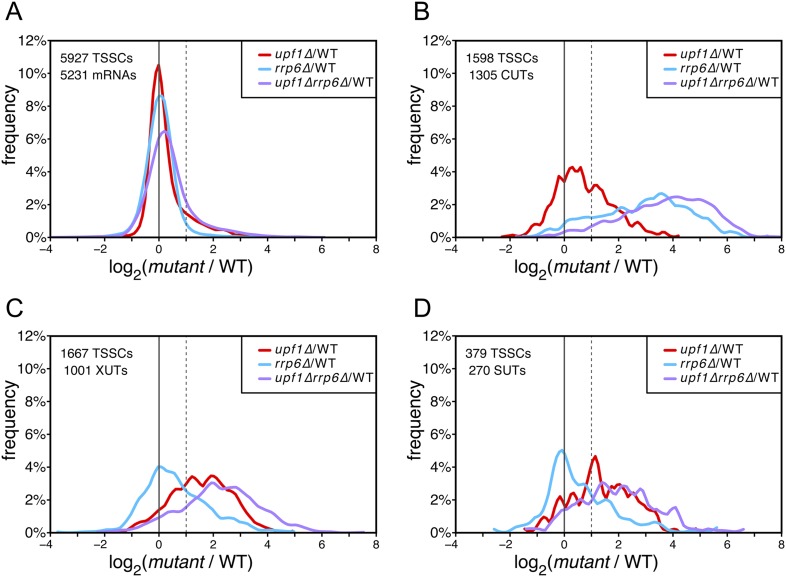
Differential effect of *UPF1* and/or *RRP6* deletion on mRNAs and pervasive transcripts. Frequency distribution of the ratios of transcription start site clusters (TSSCs) read counts in *upf1*∆ (red), *rrp6*∆ (blue), or *upf1*∆*rrp6*∆ (purple) compared with wild-type (WT) for mRNAs (**A**), cryptic unstable transcripts (CUTs) (**B**), Xrn1-sensitive transcripts (XUTs) (**C**) and stable unannotated transcripts (SUTs) (**D**). The dashed vertical lines mark a twofold increase in TSSC read counts in the various mutants relative to the wild-type. The number of identified TSSCs and of features to which they were assigned is indicated for each transcript class. Note that CUTs, XUTs and SUTs constituting overlapping transcript populations, when a TSSC was assigned to a pervasive transcript annotated in more than one of these classes, we arbitrarily associated the corresponding TSSC in priority to CUTs, then to XUTs and finally to SUTs. **DOI:** http://dx.doi.org/10.7554/eLife.06722.006

### XUTs and SUTs carry short spurious ORFs that target them for degradation by NMD

The accumulation of XUTs in the absence of Upf1 suggests that these transcripts, originally described as Xrn1-sensitive (van Dijk et al., 2011), may be primarily targeted for degradation by NMD. We tested this hypothesis by performing northern blot hybridization for three XUTs (Figure 3A) and genome-wide transcriptome analyses of wild-type, *upf1∆*, *xrn1∆*, and *upf1∆xrn1∆* cells (Figure 3B–D). Since the absence of Xrn1 leads to the accumulation of decapped RNAs (Hsu and Stevens, 1993), we could not use the TSS sequencing methodology applied for the other mutants and we thus used, for this particular experiment, a classical RNA sequencing approach for transcript quantification (see ‘Materials and methods’). Moreover, since the absence of Xrn1 affects the overall cellular mRNA content (Sun et al., 2013), an aliquot of a *S. pombe* culture was added to the cell pellet before RNA extraction to provide an independent internal control for normalization of the results. After having verified that the overall quantifications with ‘RNAseq’ gave results similar to those obtained by TSS sequencing for the wild-type and *upf1*∆ strains (Figure 3B and Supplementary file 2), we used the former technique to analyse the genome-wide effect of the *XRN1* deletion. Consistent with previous reports (van Dijk et al., 2011; Sun et al., 2013), deletion of *XRN1* resulted in a global increase of mRNAs, XUTs and SUTs compared with the wild-type (Figure 3C,D). In contrast to mRNAs, the extent to which XUTs and SUTs were stabilized in *xrn1∆* was very similar to the one observed in *upf1∆* cells (Figure 3C,D). Furthermore, deleting *XRN1* in an *upf1∆* background had almost no additional stabilizing effect on XUTs and SUTs, in contrast to mRNAs. This epistatic relationship observed between *xrn1∆* and *upf1∆* for the stabilization of XUTs and SUTs is consistent with these transcripts being primarily targeted by NMD, and with Xrn1 acting as a downstream effector of this pathway.

**Figure 3.**
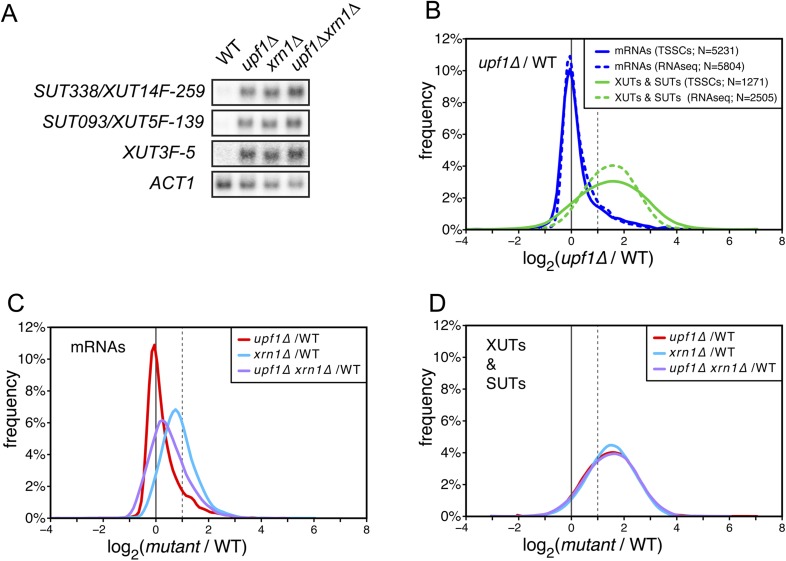
XUTs are primarily targeted for degradation by the nonsense-mediated mRNA decay (NMD). (**A**) Northern blot analysis of three different Xrn1-sensitive transcripts (XUTs) in wild-type (WT), *upf1∆*, *xrn1∆*, and *upf1∆xrn1∆* cells. *ACT1* was used as a loading control. (**B**) Frequency distribution of the ratios of transcription start site clusters (TSSCs) read counts between *upf1∆* and wild-type cells obtained with two different methods for library preparation and normalization procedures. ‘TSSCs’ refers to data obtained using the protocol developed to identify TSSs and ‘RNAseq’ to the protocol used to obtain the whole transcriptome (see ‘Materials and methods’). Only reads corresponding to annotated mRNAs, XUTs and SUTs were included in the analysis (see Supplementary file 2). (**C**) and (**D**) Frequency distribution of the ratios of read counts for *upf1∆* (red), *xrn1∆* (blue) or *upf1∆xrn1∆* (purple) compared with wild-type for mRNAs and XUTs and SUTs respectively. The vertical dashed lines mark a twofold increase in read counts. **DOI:** http://dx.doi.org/10.7554/eLife.06722.007

**Figure 3—figure supplement 1.**
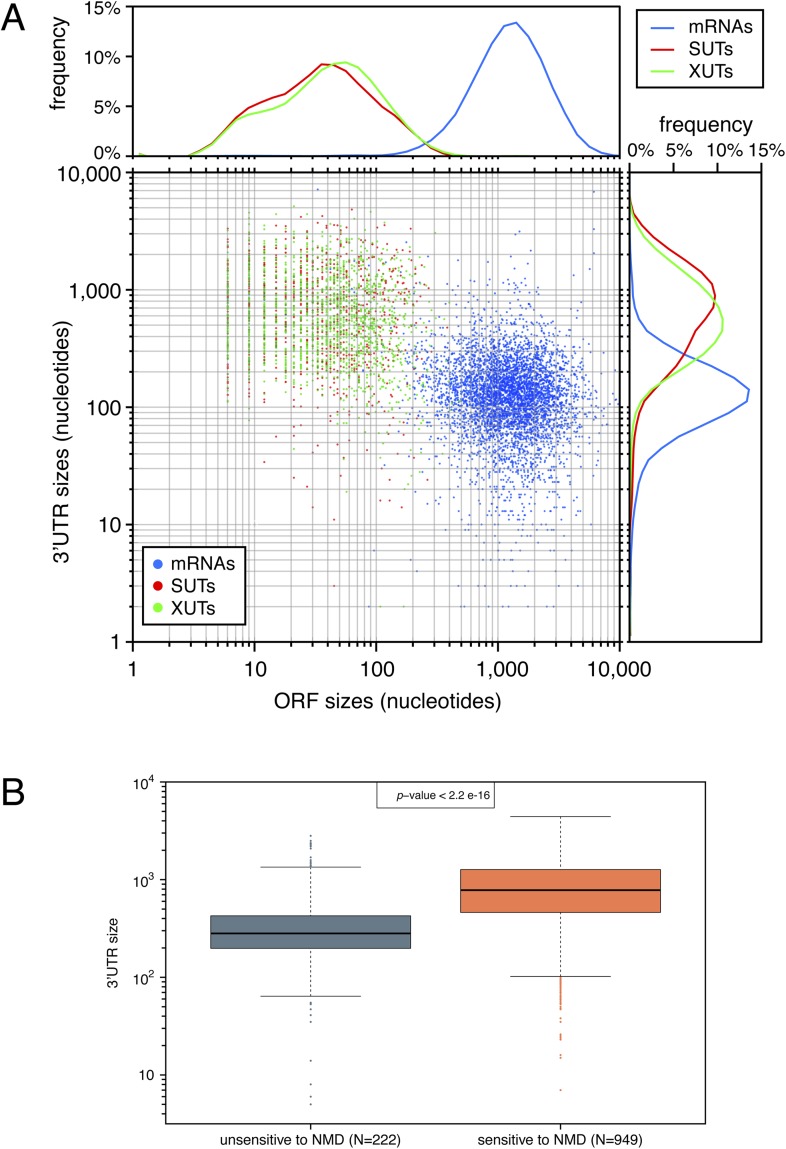
The presence of short open reading frames (ORFs) and long 3′-UTRs is a hallmark of natural nonsense-mediated mRNA decay (NMD) substrates. (**A**) Comparison of ORF and 3′-UTR sizes for mRNAs (blue), stable unannotated transcripts (SUTs) (red), and Xrn1-sensitive transcripts (XUTs) (green). The 5′- and 3′-ends were determined for all classes of transcripts using previously published data (Xu et al., 2009; van Dijk et al., 2011; Pelechano et al., 2013). For SUTs and XUTs, we took into account for the analysis the size of the first potential ORF found after the 5′-end and the distance between the end of the transcript and the stop codon of this potential ORF. The median size of these ORFs was 14 amino acids for XUTs and SUTs, compared with 401 for annotated ORFs. The rightmost and uppermost panel displays the frequency distribution of the different features according to the size of their 3′-UTRs and to the size of their ORF respectively. (**B**) Box plots illustrating the distribution of the size of 3′-UTRs for XUTs and SUTs sensitive (red) or not (blue) to NMD. **DOI:** http://dx.doi.org/10.7554/eLife.06722.008

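As in the paper's methods, the first ORF was read in the R64 sequence from the first ATG after the annotated start of each XUT and SUT to the first stop codon in its frame. Of 1271 transcripts with a TSSC, 1260 had such an ORF. Its median size was 13 codons (quartiles 5 and 23), with 13 in XUTs and 11 in SUTs. Over the 5228 annotated ORFs with an mRNA-TSSC and a coding annotation, the median was 406 codons without the stop. From the stop codon of the first ORF to the annotated 3′-end, XUTs and SUTs had a median of 658 nt.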

In contradiction to the fact that XUTs and SUTs have been designated as ‘non-coding’, the strong effect NMD inactivation had on these transcripts indicates that they must, at some point, be translated. Indeed, all XUTs and SUTs carry spurious ORFs (Figure 3—figure supplement 1A) and some of them have been identified in ribosomal profiling experiments and shown to encode short peptides (Ingolia et al., 2009; Smith et al., 2014). However, the high sensitivity to NMD of XUTs and SUTs compared with mRNAs suggests the presence of specific features. Assuming that the first encountered ORF is translated, XUTs and SUTs carry, on average, much shorter ORFs and longer 3′-UTRs than mRNAs (Figure 3—figure supplement 1A). The presence of both a long 3′-UTR and a short ORF increases NMD efficiency in budding yeast (Decourty et al., 2014) and thus explain why these transcripts are efficiently targeted for degradation by this pathway. Furthermore, the few XUTs and SUTs found not to be sensitive to NMD have on average significantly shorter 3′-UTRs (Figure 3—figure supplement 1B), which is in agreement with the recently published observation that, in ribosomal profiling experiments, the length of RNA downstream of the ribosome protected region is significantly longer for NMD-sensitive compared with NMD-insensitive unannotated RNA transcripts (Smith et al., 2014).

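The first ORF was here read from the 3′-most position of each XUT- and SUT-TSSC, so that it lies in the RNA measured. TSSCs without an ORF that ends inside the annotated transcript were left out. Of the TSSCs kept, 1151 were higher in *upf1∆*. From the stop codon of their first ORF to the end of the transcript, they had a median of 622 nt (579 to 667). The 794 others had 308 nt (285 to 331; two-sided permutation test of the medians, 100000 resamples, p = 1e-05, the smallest they can give). The median sizes of the first ORF, 12 and 14 codons, were not told apart (permutation test, p = 0.13). Across TSSCs, Spearman's rho between the 3′ length and the log2 ratio was 0.34. With the paper's definition, from the annotated start, a setting chosen after seeing the data, the medians were 913 nt (844 to 954) and 679 nt (627 to 728; permutation p = 1e-05), so the difference fell from 314 to 234 nt and rho to 0.18. From the annotated start, TSSCs of the same transcript share this length and can fall in both groups. The permutation tests treat all TSSCs as independent, so their p-values could be too small. In the *SET2* experiment, the difference was 278 nt from the TSSC (permutation p = 1e-05) and 147 nt from the annotated start (permutation p = 0.00036). There, rho was 0.28 from the TSSC and 0.12 from the annotated start. Within the *RRP6* experiment, the alternative that moved the difference most in nt, a mean of at least 10 over both genotypes, gave 409 nt. The paper takes a long 3′-UTR together with a short ORF as the reason why these transcripts are NMD targets.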

### Identification of additional pervasive transcripts

Amongst the 17,812 TSSCs identified in this study, 7739 could not be assigned to previously annotated transcripts (ORFs, stable ncRNAs or pervasive transcripts) and were only detected in mutants cells (Figure 4). These newly identified transcripts, expressed at low levels (Figure 4—figure supplement 1), originated from intergenic regions (3011 ‘intergenic-TSSCs’ originating from 1843 intergenic regions) as well as from within mRNA transcribed regions either in sense (2978 ‘B-TSSCs’ within 1889 mRNAs) or in antisense orientation (1750 ‘A-TSSCs’ antisense to 1186 mRNAs; Supplementary file 1). 

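These 7739 TSSCs had a median value of 2 in wild-type, 5 in *upf1∆*, 4 in *rrp6∆* and 10 in *upf1∆rrp6∆* cells. In wild-type, 39.4% of the intergenic, 17.8% of the A- and 47.8% of the B-TSSCs had a value of 4 or more, the number of reads, before normalization, that the authors required in at least 1 library. A value of 0 was listed for 26.8%, 47.5% and 19.0%.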

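The intergenic, A- and B-TSSCs had median widths of 34, 25 and 31 nt. In *upf1∆rrp6∆* cells their median values were 12, 8 and 8, against 182 for mRNA-TSSCs. Their summed values in these cells were 136674, 43890 and 88812.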

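Of the B-TSSCs, 43.4% (95% CI 41.6% to 45.2%) were higher in *upf1∆* than in wild-type and 10.6% (95% CI 9.56% to 11.8%) in *rrp6∆*, where 7.59% were more than 2-fold lower. Intergenic TSSCs were higher in 41.8% (95% CI 40.1% to 43.6%) of cases in *upf1∆* and 33.0% (95% CI 31.3% to 34.7%) in *rrp6∆* cells, and A-TSSCs in 35.1% (95% CI 32.9% to 37.4%) and 46.3% (95% CI 44.0% to 48.7%). In *rrp6∆* cells the odds ratio of B-TSSCs was 0.137 against A-TSSCs (Fisher's exact test, p = 3e-167, adjusted p = 9e-167) and 0.241 against intergenic TSSCs (p = 4.1e-101, adjusted p = 7e-101). In *upf1∆* cells the shares of B- and intergenic TSSCs were not told apart (Fisher's exact test, p = 0.22). Among these results a mean of at least 10 over the genotypes moved the share of A-TSSCs in *upf1∆* most, to 73.9%. This filter favors TSSCs that rose, as the mutant is part of the mean. The largest increases of B-TSSCs in *upf1∆* were inside YER158C, on chromosome V at 490222, with a value of 1 in wild-type and 103 in *upf1∆*, and inside *ESC8* (YOL017W), on chromosome XV from 293704 to 293725, with 0 and 19.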

While ‘B-TSSCs’ were sensitive to *upf1∆* and almost not affected by the deletion of *RRP6* (Figure 4C and Figure 4—figure supplement 1), ‘intergenic’ and ‘A-TSSCs’ were affected by the two mutations (Figure 4A,B and Figure 4—figure supplement 1). Furthermore, the absence of both Rrp6 and Upf1 had an additive effect on the accumulation of these last two classes, as is the case for previously identified pervasive transcripts. 

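In *upf1∆rrp6∆* cells, 70.9% (95% CI 69.3% to 72.5%) of the intergenic and 80.1% (95% CI 78.1% to 81.9%) of the A-TSSCs were higher than in wild-type, against 48.1% (95% CI 46.3% to 49.9%) of the B-TSSCs. The double mutant exceeded the sum of the single effects by a median log2 ratio of 0.28 (0.24 to 0.32) for intergenic and 0.58 (0.55 to 0.58) for A-TSSCs. For B-TSSCs the median was 0.00. The median of the planned interaction was 0.01 (0.00 to 0.08), 0.23 (0.18 to 0.31) and 0.00 for intergenic, A- and B-TSSCs. With TSSCs of a mean under 10 over the 4 genotypes left out, the medians for A-TSSCs were 0.65 over the sum and 0.0444 (-0.02 to 0.11) for the interaction. Between YKR092C and YKR093W, the intergenic TSSC on chromosome XI from 613988 to 614057 had 1 in wild-type, 6 in *upf1∆*, 41 in *rrp6∆* and 257 in *upf1∆rrp6∆* cells. The one between snR87 and YKL006W, on chromosome XI from 431272 to 431383, had 6, 28, 100 and 580. Antisense to *TIM9* (YEL020W-A), the TSSC on chromosome V from 117516 to 117617 had 1, 4, 83 and 207, and antisense to *DGR2* (YKL121W), on chromosome XI from 216678 to 216763, 6, 35, 215 and 692. These had the largest increases of their classes in the double mutant.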

Combining these two mutations might sometimes even have a synergistic and not only an additive effect, since some of these transcripts were readily detectable only in the *upf1∆rrp6∆* double mutant (e.g., the transcript found antisense to *MAL12/32* in Figure 4E). 

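The main A-TSSC of *MAL12* (YGR292W), on chromosome VII from 1078363 to 1078427, had a value of 4 in wild-type, 27 in *upf1∆*, 42 in *rrp6∆* and 335 in *upf1∆rrp6∆* cells, a log2 ratio of 2.35 over the sum of the single effects. That of *MAL32* (YBR299W), on chromosome II from 807115 to 807179, had 4, 19, 40 and 219 (1.97). The first 200 nt of these antisense transcripts were equal at 198 positions, so the alignment could have divided reads between the genes, and they are not separate evidence. Antisense to *TPO2* (YGR138C), the TSSC on chromosome VII from 763718 to 763822 had 14, 57, 33 and 211 (1.46). A value under 4 in wild-type and both single mutants but of at least 10 in the double mutant was found for 41 of 1750 A-TSSCs and 22 of 3011 intergenic TSSCs. It was also found for 15 of 1598 CUT-, 15 of 2046 XUT- and SUT-, 11 of 2978 B- and 1 of 5927 mRNA-TSSCs. The *MAL12*, *MAL32* and *TPO2* TSSCs are not among them.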

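Deposited TSSCs carry their outer positions but not the reads at each position, so the sequence was read at TSSCs 1 nt wide, where the TSS is known, with the TSS as position 0. An A at position -8 was found in 76.1% (68.3% to 82.4%) of 138 such mRNA-TSSCs, 72.5% (67.8% to 76.7%) of 385 pervasive TSSCs, 76.2% of 581 intergenic, 75.2% of 451 A- and 69.6% (66.0% to 72.9%) of 674 B-TSSCs. With all classes pooled, the share of A at 6 nearby positions lay between 27.6% and 44.2%. Among the classes listed here, the lowest share was 24.6%, at A-TSSCs, and the highest 47.8%, at pervasive TSSCs. A purine after a pyrimidine was found at 98.6% of the mRNA- and 89.9% of the B-TSSCs, but the authors' filter on TSS accuracy keeps TSSCs for this very feature, so it does not compare the classes. From the shared consensus, the paper proposes that the DNA sequence guides the choice of a TSS by the scanning polymerase.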

Analysis of individual TSSs signatures for these three classes of previously unannotated transcripts using the Web-LOGO algorithm (Crooks et al., 2004) yielded a consensus sequence almost indistinguishable from the one obtained for individual TSSs assigned to known mRNAs or previously identified pervasive transcripts (Figure 4—figure supplement 2), suggesting that the underlying DNA sequence plays an important role in TSS selection by the scanning polymerase.

**Figure 4.**
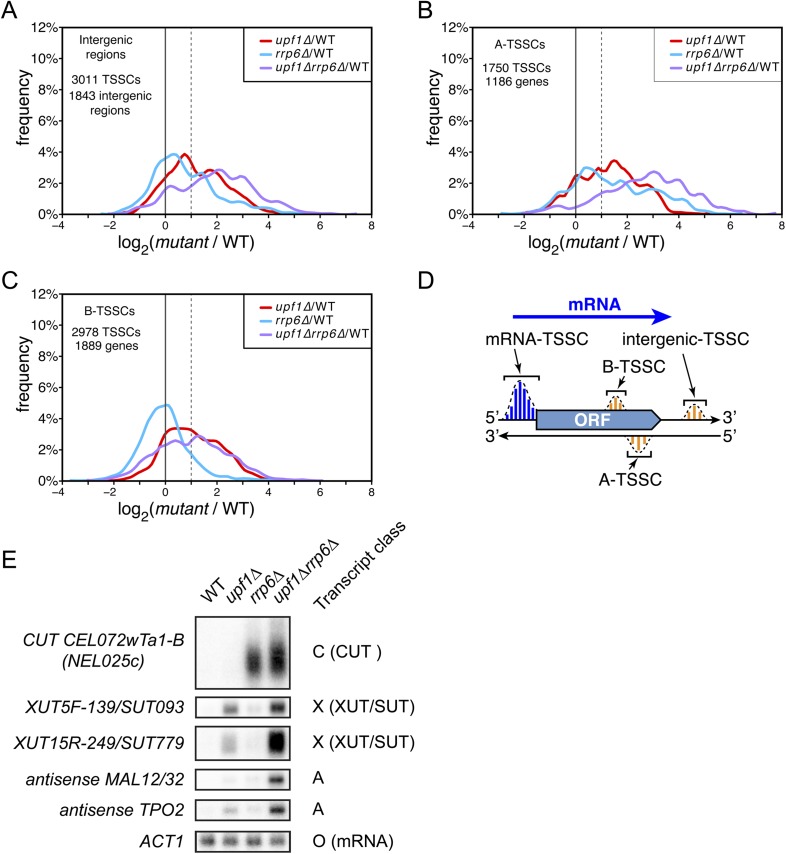
Novel transcripts revealed upon deletion of UPF1 and/or RRP6. (**A**–**C**) Frequency distribution of the ratios of transcription start site clusters (TSSCs) read counts in *upf1∆* (red), *rrp6∆* (blue) or *upf1∆rrp6∆* (purple) compared with wild-type for transcripts initiating within intergenic regions—‘intergenic TSSCs’ (**A**), from within an mRNA transcribed region but antisense to the mRNA—A-TSSCs (**B**) or within an mRNA transcribed region, but in the sense orientation with respect to the mRNA—B-TSSCs (**C**). (**D**) Schematic representation of the various classes of TSSCs described above. The small blue and orange vertical bars represent individual TSSs within TSSCs (dashed lines). (**E**) Northern blot analysis of poly(A)+ RNA from wild-type, *upf1∆*, *rrp6∆* and *upf1∆rrp6∆*. The category to which the transcripts belong is indicated on the right. *ACT1* was used as a loading control. **DOI:** http://dx.doi.org/10.7554/eLife.06722.009

**Figure 4—figure supplement 1.**
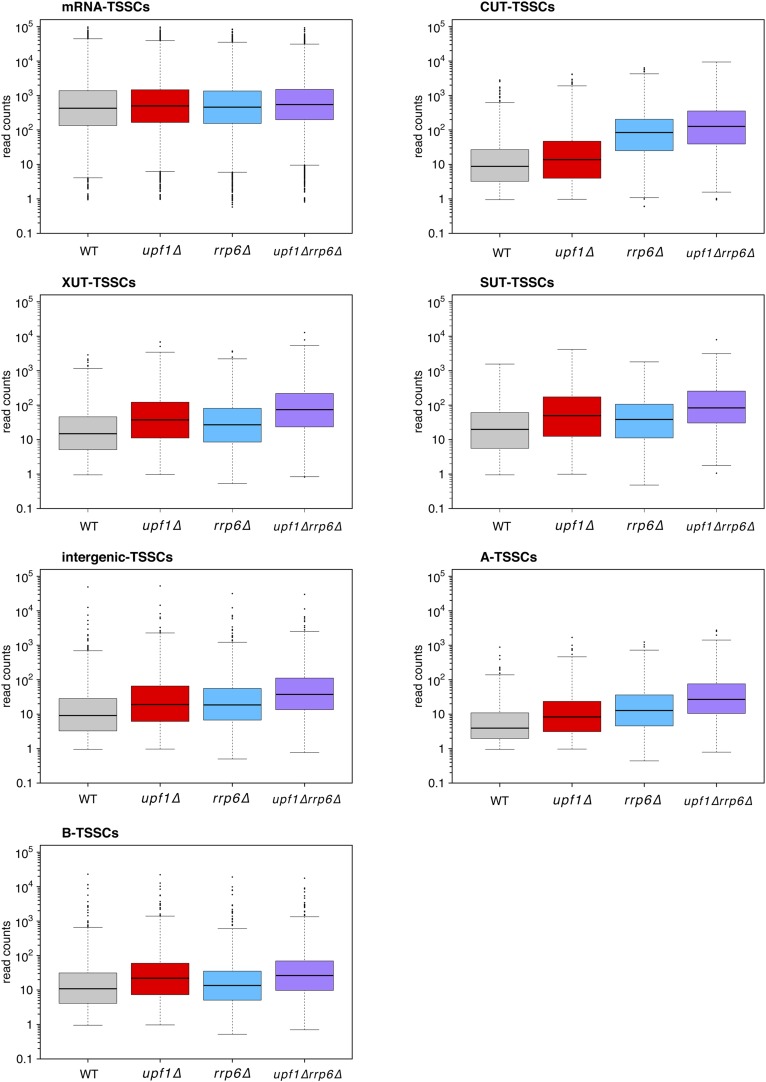
Distribution of read counts for different classes of transcripts. Box plots illustrating the distribution of read counts for the different classes of transcription start site clusters (TSSCs) identified in this study for wild-type (WT) (grey), *upf1∆* (red), *rrp6∆* (blue), and *upf1∆rrp6∆* (purple) cells. **DOI:** http://dx.doi.org/10.7554/eLife.06722.010

**Figure 4—figure supplement 2.**
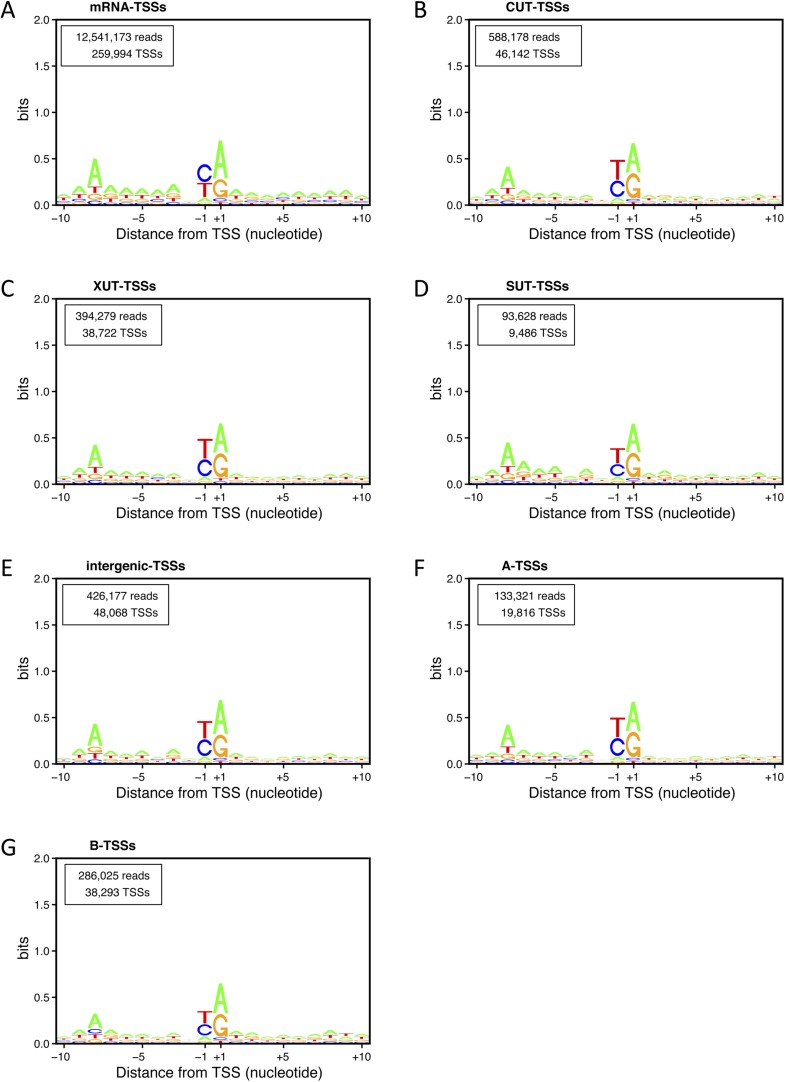
Transcription start site (TSS) consensus sequences for the different classes of transcripts. Consensus sequences around the TSSs generated using the Web-LOGO algorithm (Crooks et al., 2004) for the different categories of TSS clusters (TSSCs) identified in this study: mRNAs (**A**), cryptic unstable transcripts (CUTs) (**B**), Xrn1-sensitive transcripts (XUTs) (**C**), stable unannotated transcripts (SUTs) (**D**), 'intergenic' transcripts (**E**), A intragenic (**F**) and B intragenic (**G**) transcripts. The numbers of reads and TSSs are indicated. **DOI:** http://dx.doi.org/10.7554/eLife.06722.011

### Co-transcriptional histone modifications and NMD cooperate to restrict the accumulation of internally initiated transcripts

Even though transcripts initiated inside ORFs are expected to be targeted for degradation by NMD due to the presence of short spurious ORFs, the high number of internally initiated transcripts (‘A and B-TSSCs’) identified in cells lacking *UPF1* was surprising. The synthesis of such transcripts is normally repressed within transcribed regions unless the proper chromatin structure cannot be re-established in the wake of RNAPII (Smolle and Workman, 2013). In particular, histone methylation by Set2 was shown to be a key determinant of this repression. We therefore analysed the impact of *SET2* deletion on ‘A’ and ‘B’ TSSCs identified in the *upf1∆* strain. 

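This experiment had 12 further libraries, 3 each from wild-type, *upf1∆*, *set2∆* and *upf1∆set2∆* cells, made and processed as those of the *RRP6* experiment, with TSSCs called over these libraries alone. Its table holds 21707 TSSCs, of which 5989 are mRNA-, 2891 pervasive, 2377 intergenic, 2505 A- and 7620 B-TSSCs. As above, each genotype has 1 normalized value per TSSC. The values summed to 3914205 in wild-type, 4590115 in *upf1∆*, 4431877 in *set2∆* and 4275195 in *upf1∆set2∆* cells. The mRNA-TSSC of *SET2* (YJL168C), on chromosome X from 104482 to 104537, fell from 40 in wild-type and 26 in *upf1∆* to 6 in *set2∆* and 13 in *upf1∆set2∆* cells. It lies wholly upstream of the ORF, which starts at 104428, so its value does not test the deletion of the ORF. With *SET2* deleted in *upf1∆* cells, 64.1% (95% CI 62.2% to 65.9%) of the A-TSSCs and 64.1% (95% CI 63.1% to 65.2%) of the B-TSSCs were higher, with median log2 ratios of 1.58 and 1.61. A pseudocount of 0.1 moved these shares most, to 73.1% and 71.3%.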

While deletion of *SET2* had little effect on the internal TSSCs identified in the single *upf1∆* mutant, it revealed new Set2-sensitive ‘A’ and ‘B’ TSSCs (Figure 5 and Supplementary file 3). 

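A- and B-TSSCs were split by whether they overlapped a TSSC of the *RRP6* experiment, whose libraries were made without the deletion of *SET2*. These libraries include *rrp6∆* and *upf1∆rrp6∆* cells, so the set is not that of TSSCs identified in *upf1∆* cells alone. Of the 835 A-TSSCs with such an overlap, 32.7% (29.6% to 35.9%) were higher in *upf1∆set2∆* than in *upf1∆* cells, with a median log2 ratio of 0.58. Of the 1670 without, 79.8% (77.8% to 81.6%) were higher, with a median of 2.00. For B-TSSCs the shares were 33.2% (31.3% to 35.2%) of 2140 and 76.2% (75.1% to 77.3%) of 5480, with medians of 0.46 and 2.20. As *set2∆* libraries took part in calling the TSSCs, those found here alone could in part have been selected for a high value in them. The largest increases of A-TSSCs were antisense to *SSY1* (YDR160W), on chromosome IV from 777370 to 777607, with 0 in wild-type, 0 in *upf1∆*, 17 in *set2∆* and 161 in *upf1∆set2∆* cells, and antisense to *ALY2* (YJL084C), on chromosome X from 275754 to 275954, with 0, 2, 110 and 470. Those of B-TSSCs were inside *RAD3* (YER171W), on chromosome V from 529007 to 529108, with 1, 0, 76 and 168, and inside YFL034W, on chromosome VI from 66842 to 67038, with 0, 0, 126 and 144.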

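When *SET2* was deleted in *upf1∆* cells, 3.42% (95% CI 2.99% to 3.91%) of the mRNA-TSSCs were higher, 15.5% (95% CI 13.2% to 18.1%) of the CUT-TSSCs, 19.6% (95% CI 17.9% to 21.4%) of the XUT- and SUT-TSSCs and 14.0% (95% CI 12.6% to 15.4%) of the intergenic TSSCs. Their median log2 ratios were 0.04, 0.22, 0.14 and 0.08. More than 2-fold lower were 2.12% of the mRNA- and 5.22% of the intergenic TSSCs. The odds ratio of being higher against mRNA-TSSCs was 50.3 for A- and 50.5 for B-TSSCs. The normalization to reads upstream of ORF ATGs would largely remove a change shared by most mRNAs, so the mRNA median cannot exclude one.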

As expected and in contrast to A-TSSCs and B-TSSCs, deletion of *SET2* had no global effect on ORF TSSCs and only a marginal effect on CUTs, XUTs and SUTs or ‘intergenic’ TSSCs (Figure 5—figure supplement 1). 

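The distance of a TSSC's midpoint from the annotated mRNA 5′-end was compared between TSSCs that increased in *upf1∆set2∆* over *upf1∆* cells (adjusted p under 0.05 in the authors' deposited table) and the others. For A-TSSCs, median distances were 1352 nt (95% CI 1306 to 1403) for 1449 Set2-sensitive and 734 nt (691 to 776) for 884 other TSSCs. For B-TSSCs they were 1439.5 nt (1406 to 1470) for 4579 and 560 nt (538 to 589.5) for 2686. These groups do not hold every TSSC. By the same call, 1513 of all 2505 A- and 4752 of all 7620 B-TSSCs increased. Both differences had p = 1e-05 in two-sided permutation tests across TSSCs, the smallest that 100000 resamples can give. Sensitive TSSCs also lay in longer mRNAs, with a median length of 2360 nt against 1496 nt for B-TSSCs. The difference in distance had the same direction within each of 4 groups of mRNA length, for A- and B-TSSCs, with a largest permutation p of 0.0003. In *OM45* (YIL136W), whose ORF starts at 93619 on chromosome IX, the B-TSSC from 93862 to 94003 had 179 in *upf1∆* and 224 in *upf1∆set2∆* cells. Further along, the TSSC from 94378 to 94582 had 54 and 152. In YMR114C, the B-TSSC on chromosome XIII from 496546 to 496630 had 292 in wild-type, 1026 in *upf1∆*, 1012 in *set2∆* and 2206 in *upf1∆set2∆* cells. A value of at least 10 in *upf1∆* cells, a setting chosen after seeing the data, moved the differences most: from 618 to 68.5 nt for A-TSSCs, where no difference was detected (permutation p = 0.51; 74 sensitive and 178 other TSSCs), and from 879.5 to 642 nt for B-TSSCs (permutation p = 1e-05; 498 and 855 TSSCs). From the same difference the paper draws a link to the enrichment of Set2-dependent H3K36 methylation towards the 3′-end of ORFs.

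**Figure D2:**
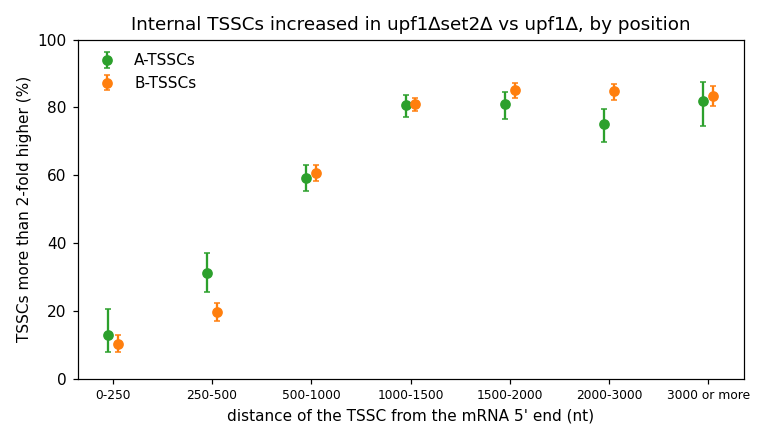
Share of A- and B-TSSCs (%) that were more than 2-fold higher in *upf1∆set2∆* than in *upf1∆* cells, by distance (nt) from the mRNA 5′-end. Points are shares and lines are 95% Wilson CIs. In the first 250 nt, 12.8% of the A- and 10.2% of the B-TSSCs were higher, and between 1000 and 1500 nt 80.6% and 80.9%.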

In agreement with the observed enrichment in Set2-catalyzed H3K36 methylation towards the 3′ end of ORFs (Pokholok et al., 2005), the ‘A’ and ‘B’ TSSCs more sensitive to Set2 were located further away from the mRNA 5′-ends (Figure 6A–C). Analysis of the sequence surrounding individual TSSs from these TSSCs identified a pattern almost identical to the one found for ORF-TSSs (Figure 6—figure supplement 1), confirming that they corresponded to *bona fide* transcription initiation events. However, unlike the TSSs associated with other features identified in this study, the ‘B’ TSSs were not associated with a strong NFR (Figure 6—figure supplement 2). Instead, analysing the nucleosome density around these TSSs revealed the presence of a weak NFR surrounded by two well-positioned nucleosomes. This particular pattern might explain the high sensitivity of ‘B’ TSSs to mutations affecting chromatin structure, such as the deletion of the Set2 histone methyl-transferase (Smolle and Workman, 2013).

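At A-TSSCs 1 nt wide in this table (921 TSSCs), 74.7% (71.8% to 77.4%) had an A at position -8, and at B-TSSCs (1946 TSSCs) 75.3% (73.3% to 77.1%). The share at 216 mRNA-TSSCs was 72.7% (66.4% to 78.2%). Over all 4393 TSSCs 1 nt wide in this table, the share of A at 6 nearby positions lay between 27.8% and 47.3%.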

**Figure 5.**
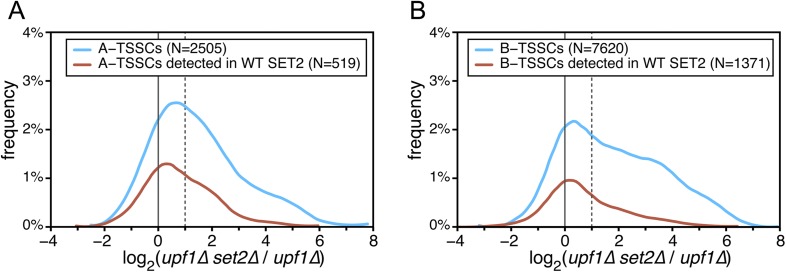
Effect of the absence of *SET2* on transcription start sites (TSSs) identified inside open reading frames (ORFs). (**A**) Frequency distribution of the ratios of TSS clusters (TSSCs) read counts in *upf1∆set2∆* compared with *upf1∆* cells for the intragenic A-TSSCs. The comparison was performed for all the TSSCs (blue line) and for the ones identified in a single *upf1∆* mutant (red line). (**B**) As in (**A**) but for B-TSSCs. **DOI:** http://dx.doi.org/10.7554/eLife.06722.012

**Figure 5—figure supplement 1.**
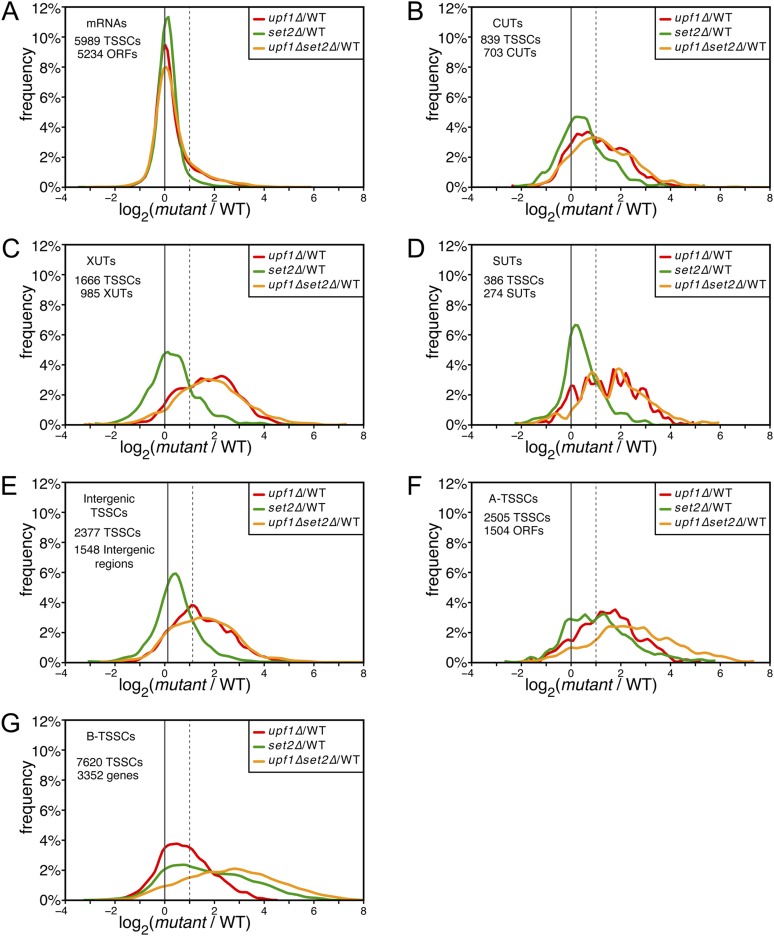
Deletion of *SET2* specifically increases the expression level of intragenic transcription start site clusters (TSSCs). (**A**–**G**) Frequency distribution of the ratios of TSSC read counts in *upf1∆* (red), *set2∆* (green) or *upf1∆ set2∆* (orange) compared with wild-type for mRNAs (**A**), cryptic unstable transcripts (CUTs) (**B**), Xrn1-sensitive transcripts (XUTs) (**C**), stable unannotated transcripts (SUTs) (**D**), ‘intergenic’ (**E**), ‘A-’ (**F**) and B-TSSCs (**G**). The dashed vertical lines mark a twofold (log2 = 1) increase in TSS counts in the mutants relative to the wild-type. The numbers of identified TSSCs and of features to which they were assigned is indicated for each class. **DOI:** http://dx.doi.org/10.7554/eLife.06722.013

**Figure 6.**
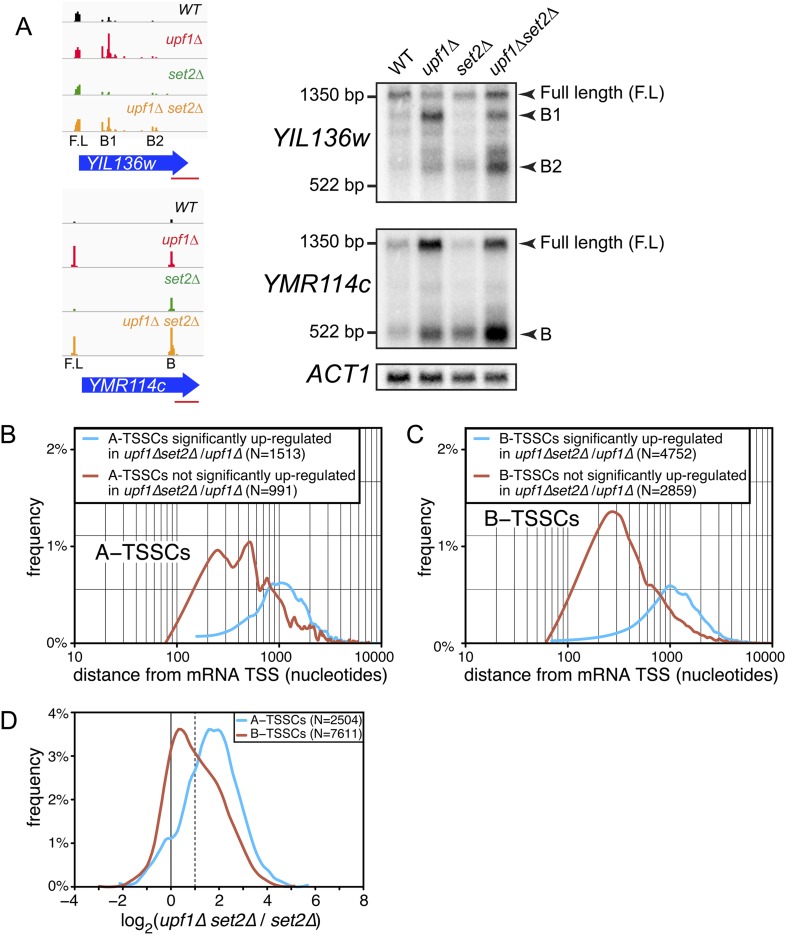
Transcription start site (TSSs) identified inside open reading frames (ORFs) show a differential sensitivity to the absence of *SET2* according to their position along the mRNA. (**A**) Visualization of the TSS reads at the *YIL136w* and *YMR114c* loci in the wild-type (WT; black), *upf1∆* (red), *set2∆* (green), and *upf1∆set2∆* (orange) cells. The blue arrows represent ORFs and the horizontal red bar the position of the probes used for the Northern blots displayed on the right. Arrowheads in the right panel indicate the position of the full-length and internally initiated (B1, B2, and B) transcripts. (**B**) and (**C**) Frequency distribution of A-TSSCs and B-TSSCs read counts respectively in *upf1∆set2∆ vs upf1∆* according to the distance from their associated mRNA TSS. Blue and red lines are for TSSCs sensitive and insensitive to the deletion of *SET2* respectively. (**D**) Frequency distribution of read counts for the A- (blue) and B- (red) TSSCs in *upf1∆set2∆* compared to *set2∆* cells. **DOI:** http://dx.doi.org/10.7554/eLife.06722.014

**Figure 6—figure supplement 1.**
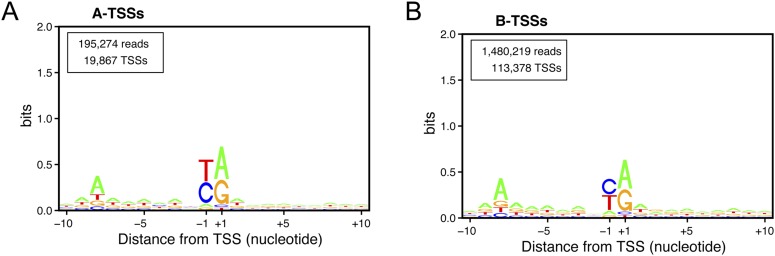
Consensus sequences around the transcription start sites (TSSs) for (**A**) A-TSSCs and (**B**) B-TSSCs identified in the *upf1∆set2∆* mutant generated using the Web-LOGO algorithm (Crooks et al., 2004). The numbers of reads and TSSs are indicated. **DOI:** http://dx.doi.org/10.7554/eLife.06722.015

**Figure 6—figure supplement 2.**
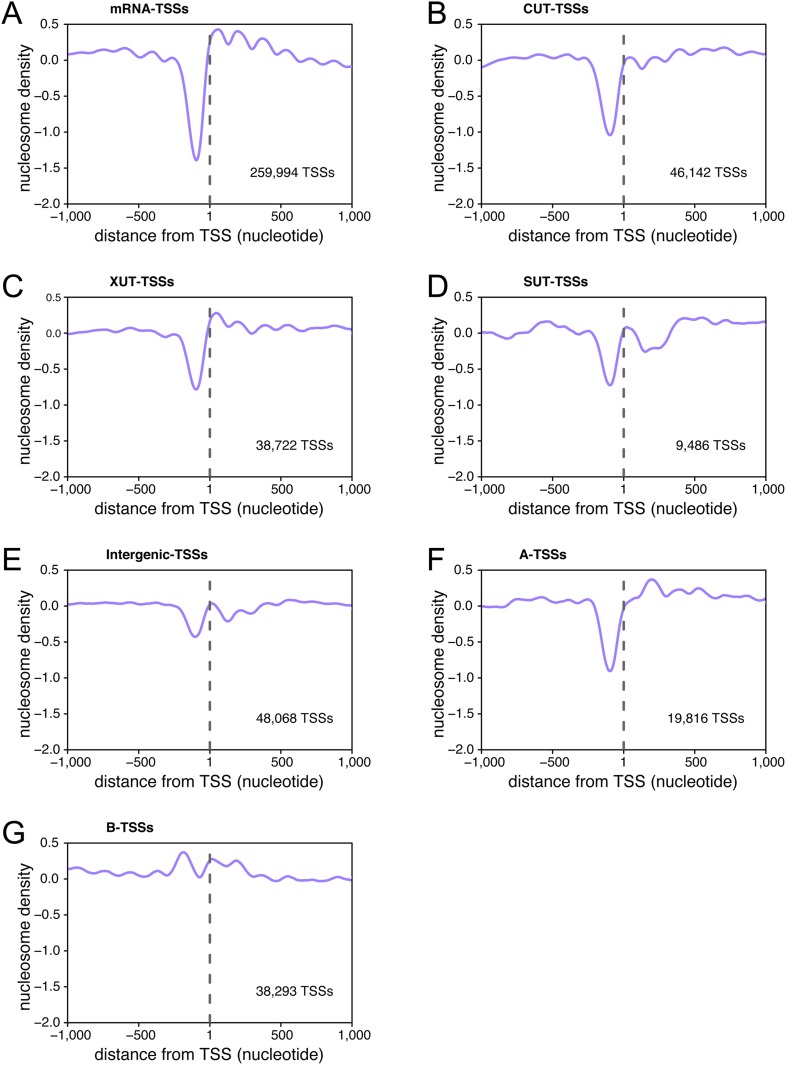
Transcription start sites (TSSs) are associated within nucleosome-free regions. Average nucleosome density retrieved from Kaplan et al. (2009) plotted as a function of the distance of individual TSSs for TSSs belonging to the different categories of TSS clusters (TSSCs) identified in this study: mRNAs (**A**), cryptic unstable transcripts (CUTs) (**B**), Xrn1-sensitive transcripts (XUTs) (**C**), stable unannotated transcripts (SUTs) (**D**), 'intergenic' transcripts (**E**), A intragenic (**F**) and B intragenic (**G**) transcripts. **DOI:** http://dx.doi.org/10.7554/eLife.06722.016

Importantly, 55% of the A-TSSCs and 40% of the B-TSSCs, whether repressed by Set2 or not, were sensitive to Upf1 (i.e., increased significantly in *upf1∆set2∆* compared with *set2∆* cells; Figure 6D and Supplementary file 3), revealing NMD to be an important quality-control mechanism to eliminate internally initiated transcripts.

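Of all A-TSSCs of the *SET2* experiment, 61.4% (95% CI 59.5% to 63.3%) were higher in *upf1∆set2∆* than in *set2∆* cells, with a median log2 ratio of 1.46 (1.42 to 1.58). Of the B-TSSCs, 40.6% (95% CI 39.5% to 41.7%) were higher, with a median of 0.89 (0.85 to 0.94). In the authors' deposited table, 54.6% and 40.3% increased with an adjusted p-value under 0.05. B-TSSCs that overlapped a TSSC of the *RRP6* experiment were higher in 43.8% of cases and those found here alone in 39.4%. For A-TSSCs these shares were 55.0% and 64.7%. With a mean of at least 10 over *set2∆* and *upf1∆set2∆* cells, 76.5% of the A-TSSCs were higher. This filter favors TSSCs that rose, as the mutant is part of the mean. From the increase in the absence of Upf1, the paper concludes that NMD removes internally initiated transcripts, Set2-repressed or not.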

### Almost half of the coding genes produced transcript isoforms sensitive to NMD

In contrast to their strong impact on the steady state levels of a variety of pervasive transcripts, including previously unannotated ones, inactivation of nuclear and/or cytoplasmic RNA quality-control pathways had a relatively minor global effect on the steady state levels of coding transcripts (Figure 2).

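The values of mRNA-TSSCs summed to 4428417 in wild-type, 4591629 in *upf1∆*, 3834888 in *rrp6∆* and 4071030 in *upf1∆rrp6∆* cells, and those of the pervasive TSSCs to 59713, 151596, 173808 and 364037. The median mRNA-TSSC had a value of 156 in *upf1∆* and 142 in *rrp6∆* cells.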

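In *upf1∆* cells, 13.5% (95% CI 12.6% to 14.4%) of the mRNA-TSSCs were more than 2-fold higher than in wild-type and 0.624% were lower, with a median log2 ratio of 0.07 (0.06 to 0.09). In the *SET2* experiment 13.7% were higher. In *upf1∆rrp6∆* cells, 18.6% (95% CI 17.6% to 19.6%) were higher, and 13.9% when each log2 ratio was taken relative to the median mRNA-TSSC, against 12.7% in *upf1∆* cells on that scale. In the authors' deposited table, 24.6% of the mRNA-TSSCs increased in *upf1∆*, and 13.6% did so at least 2-fold. The largest increase was at a TSSC of *TRM13* (YOL125W), on chromosome XV from 83684 to 83695, from 6 to 172 (log2 ratio 4.63), followed by one of YNL162W-A, on chromosome XIV from 330291 to 330321, from 3 to 63. The values were normalized to reads upstream of ORF ATGs, which would largely remove a change shared by most mRNAs. So the mRNA medians and sums given here cannot exclude such a shared change.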

Consistent with previously reported data (He et al., 2003; Wyers et al., 2005), the effect on mRNAs was larger upon deletion of *UPF1* (with 17% of the mRNAs-TSSCs showing a significant increase in the absence of Upf1) than upon deletion of *RRP6* and deletion of both genes simultaneously did not show any additive effect (Figure 2A). Yet, due to the mRNA 5′-end heterogeneity, analysing individual TSSs gave a different picture. Indeed, transcript isoforms in which TSSs where followed by uORFs were, globally, stabilized in the absence of *UPF1*, while those in which the annotated start codon was the first ATG downstream the TSS were mostly unaffected (Figure 7A, solid lines; Figure 7B). 

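The deposited values are per TSSC and not per position, so the planned comparison of isoforms per gene was not run. In its place, chosen after the tables were opened, mRNA-TSSCs were compared whose every position gives the same answer. The R64 sequence between each TSSC and the annotated ATG was searched for upstream ATGs. Of 1838 mRNA-TSSCs on 1764 genes with no ATG between any of their positions and the annotated one, 2.23% (1.65% to 3.01%) were higher in *upf1∆*, with a median log2 ratio of -0.09 (-0.12 to -0.08). Of 723 on 569 genes with at least 1 ATG after all of their positions, 48.8% (45.2% to 52.5%) were higher, with a median of 1.00 (0.85 to 1.14; Fisher's exact test, p = 2.1e-176, adjusted p = 6.3e-176 over 3 comparisons). The median wild-type values were 237 and 19. 967 TSSCs with an ATG among their own positions (8.69% higher) and 2216 that span the annotated ATG (10.9% higher) hold more than 1 kind of isoform. In the *SET2* experiment, the shares without and with an upstream ATG were 2.61% and 46.4%. Of the settings tried, a pseudocount of 0.1 moved the share with an upstream ATG most in this set, to 51.6%.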

A large fraction of these NMD-sensitive transcripts corresponded to minor isoforms, explaining why NMD had only a weak effect on the overall mRNA-TSSC levels (Figure 2A). Yet, for 1129 out of the 5231 active genes (22%), a fraction of their transcript isoforms carried at least one uORF and was significantly sensitive to NMD. Isoforms carrying more than one uORF appeared even more sensitive to NMD (Figure 7A), suggesting that the first AUGs of uORFs containing transcripts are not always efficiently used for translation initiation, likely because they are not in a favorable context (Arribere and Gilbert, 2013).

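By the number of upstream ATGs that follow the TSSC, 26.4% (21.7% to 31.8%) of 295 TSSCs with 1, 50.5% (40.9% to 60.0%) of 101 with 2 and 68.5% (63.3% to 73.3%) of 327 with 3 or more were higher in *upf1∆*. The steps from 1 to 2 (Fisher's exact test, p = 1.4e-05, adjusted p = 2.1e-05) and from 2 to 3 or more (p = 0.0013, adjusted p = 0.0013) were both past 0.05, across TSSCs that are not independent replicates. Median log2 ratios were 0.28 (0.14 to 0.42), 1.02 (0.77 to 1.32) and 1.58 (1.47 to 1.69), while median wild-type values fell from 40 to 15 and 12. The *SET2* experiment gave shares of 23.1%, 48.1% and 64.5%. From the stronger effect of several uORFs, the paper proposes that the first AUG is not always used for initiation.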

**Figure 7.**
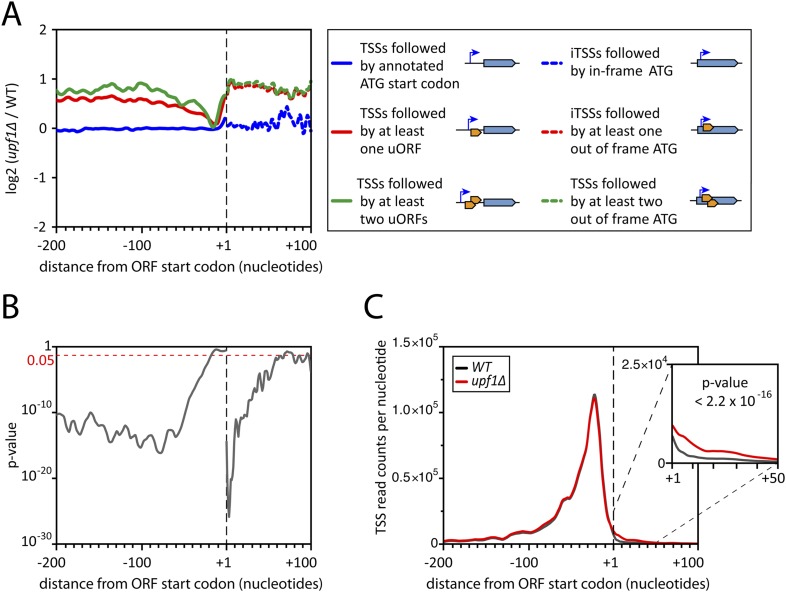
Deletion of *UPF1* reveals numerous minor mRNA-associated transcription start sites (TSSs). (**A**) Genes were aligned by their start codon and the log_2_ of ratios of TSS reads for *upf1∆* vs wild-type was plotted for TSSs upstream or downstream (iTSSs) the annotated ATG start codons, as depicted in the right panel. The main open reading frames (ORFs) are represented by large blue arrows and upstream ORFs (uORFs) or small internal out-of-frame ORFs by small orange arrows. The thin blue arrows indicate the TSSs. (**B**) The curve represents the probability at each nucleotide position that the distributions of reads corresponding to the red and blue curves shown in **A** are the same. The dashed red line marks the 0.05 p-value. (**C**) Genes were aligned by their annotated start codons (A of the ATG at position +1) and the cumulative TSS read counts per nucleotide (smoothed over 11 nucleotides) was plotted for the wild-type (black) and *upf1∆* (red) cells. Inset: Magnification of the +1 to +50 region. The p-value < 2.2 × 10^−16^ is the probability (ANOVA test) that the distributions of the values, per nucleotide, for the red and black curves are the same within the +1 to +50 nucleotides interval. **DOI:** http://dx.doi.org/10.7554/eLife.06722.017

**Figure 7—figure supplement 1.**
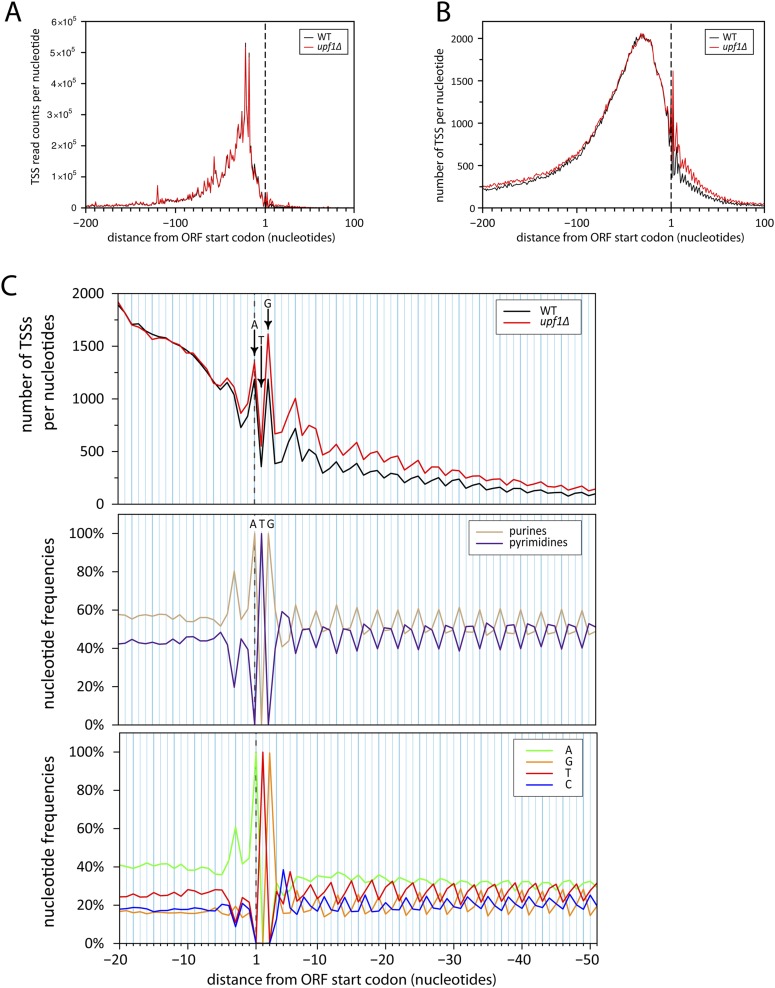
Initiation of iTSS at purines reflects a bias in codon composition. (**A**) As for Figure 7C but without smooting. (**B**) Genes were aligned by their annotated start codons and the total number of transcription start sites (TSSs) per nucleotide was plotted for the wild-type (black) and *upf1∆* (red) cells. (**C**) Zoom of panel (**B**) for the region −20 to +50 nucleotides around the annotated start codons (upper panel). Note that A and G of the start codon are frequently used for transcription initiation and iTSSs display periodicity of three nucleotides. This periodicity can be explained by the fact that RNA polymerase II transcription initiates preferentially at purines (R) (Zhang and Dietrich, 2005), which are enriched at the first position of codons as previously reported (Mackiewicz et al., 1999) and depicted in the middle and bottom panels. **DOI:** http://dx.doi.org/10.7554/eLife.06722.018

**Figure 7—figure supplement 2.**
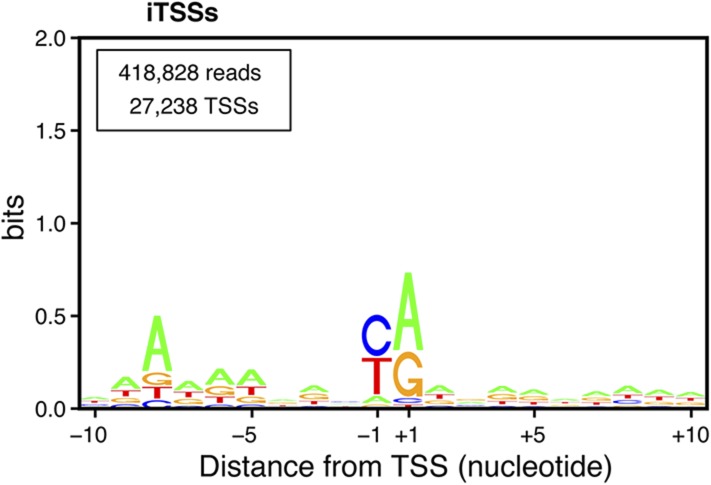
(iTSSs) consensus sequences. Transcription start sites downstream of annotated ATGs (iConsensus sequences around the iTSSs generated using the Web-LOGO algorithm (Crooks et al., 2004). To avoid a potential bias due to the presence of the ATG start codon in all genes, only iTSSs mapping at least four nucleotides from the start codon were used for this analysis. The numbers of reads and TSSs are indicated. **DOI:** http://dx.doi.org/10.7554/eLife.06722.019

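In the deposited table, positions downstream of the annotated ATG lie in B-TSSCs, in 2216 mRNA-TSSCs that span the ATG, whose value also holds upstream start sites, and in 157 mRNA-TSSCs that start inside the ORF. Of the last group, 47.1% (39.5% to 54.9%) were higher in *upf1∆* than in wild-type, with median values of 14 and 5. Of the 168 such TSSCs of the *SET2* experiment, 46.4% were higher.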

Unexpectedly, another important category of transcript isoforms found to be sensitive to NMD corresponded to TSSs mapping downstream to the annotated ORF ATG (here called iTSSs; Supplementary file 4). Only observed after TAP treatment (see insert in Figure 1B), these iTSSs must correspond to genuine capped-RNAs. We considered genes as having iTSSs (3327 genes; 64% of the expressed genes) if they contained at least four iTSS reads, which accounted for 99% of all iTTS reads. A fraction of transcript isoforms initiated at iTSSs followed by an out-of-frame ATG and significantly stabilized in the absence of Upf1 could be identified for 1821 out of the 5231 expressed genes (35%, Figure 7A,B). In contrast to the weak overall effects observed for TSSs located directly upstream of the start codon, the mean expression level of iTSSs significantly increased in the *upf1∆* strain relative to the wild-type (Figure 7C, and Figure 7—figure supplement 1). Note that RNAPII transcription initiating preferentially at purines, the A and G of the annotated start codons are quite frequently used as sites of transcription initiation and the first nucleotide of codons are preferential sites of internal initiation because these positions are enriched in purines (Figure 7—figure supplement 1B,C; Mackiewicz et al., 1999). The consensus sequence for the iTSSs was not different from the general consensus sequence for RNAPII transcription initiation (Figure 7—figure supplement 2).

Altogether, transcript isoforms significantly stabilized in NMD-deficient cells, either because they carry a uORF or because they initiated at an out-of-frame iTSS, were found in 2437 genes; that is, 47% of the 5231 expressed genes.

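For 2005 B-TSSCs inside ORFs of 1 coding segment, the frame of the first ATG after the TSSC was read from the R64 sequence. It was in frame with the ORF for 24.9% (23.1% to 26.9%) of them. Within 300 nt of the annotated ATG, 20.6% (17.8% to 23.8%) of 688 were in frame, and within 100 nt 11 of 66. TSSCs with the first ATG out of frame were higher in *upf1∆* in 52.3% (49.8% to 54.8%) of cases and those with it in frame in 24.2% (20.7% to 28.1%) (Fisher's exact test, p = 8.8e-29, adjusted p = 2.6e-28 over 6 comparisons), with median log2 ratios of 1.14 and 0.51. Within 300 nt the shares were 57.5% and 24.6% (Fisher's exact test, p = 2.4e-12, adjusted p = 3.6e-12). Within 100 nt, 22 of 55 out of frame and 2 of 11 in frame were higher, which was not told apart (Fisher's exact test, p = 0.3). The *SET2* experiment moved the shares over all B-TSSCs most, to 23.3% and 11.1%. There, the shares within 300 nt were 55.3% and 20.2% (Fisher's exact test, p = 7.2e-18, adjusted p = 1.4e-17), and within 100 nt 42.1% of 76 and 15.8% of 19 (Fisher's exact test, p = 0.037, adjusted p = 0.044).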

In transcripts initiated at iTSSs, the first encountered ATGs are most of the time out-of-frame relative to the main ORF (Figure 8A). The first ORFs of the corresponding transcripts are thus short and followed by a long 3′-UTR, making them excellent NMD substrates. This bias towards out-of-frame ATGs was specifically observed at the beginning of genes for which iTSSs were identified (Figure 8B,C). This correlated with a significantly lower frequency of methionine in the N-terminal part of the corresponding proteins (Figure 8D), even though methionines were found to be globally underrepresented at the beginning of all yeast proteins. 

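Genes of 1 coding segment that reaches past 300 nt were split by whether they had a TSSC position downstream of the annotated ATG: an mRNA-TSSC that reaches past it, or a B-TSSC that ends within 100 nt of it. In the first 100 nt after the ATG, 19.6% of 3633 further ATGs were in frame in the 2079 genes with such a position, and 26.2% of 4273 in the 2684 others (two-sided permutation of the genes, 10000 resamples, p = 0.0001, the smallest they can give). From 300 nt after the ATG to the end of the ORF, the shares were 31.3% and 31.5% (permutation p = 0.46).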

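Per 100 genes, the first 100 nt after the ATG held 34.2 in-frame ATGs, each a methionine, in genes with a TSSC position downstream of the annotated ATG and 41.7 in the others (permutation of the genes, p = 0.0002). Within 3 equal groups of genes by wild-type value, the numbers were 37.4 against 44.4, 31.7 against 42.1 and 34.4 against 38.8, from the lowest to the highest values. The direction was thus the same in all 3 groups. The permutation p-values were 0.053, 0.0012 and 0.24 in this order, so the difference was past 0.05 in the middle group alone.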

The frequent use of iTSSs by RNAPII thus does not generally result in the production of truncated proteins and tends to generate transcripts that are sensitive to NMD.

**Figure 8.**
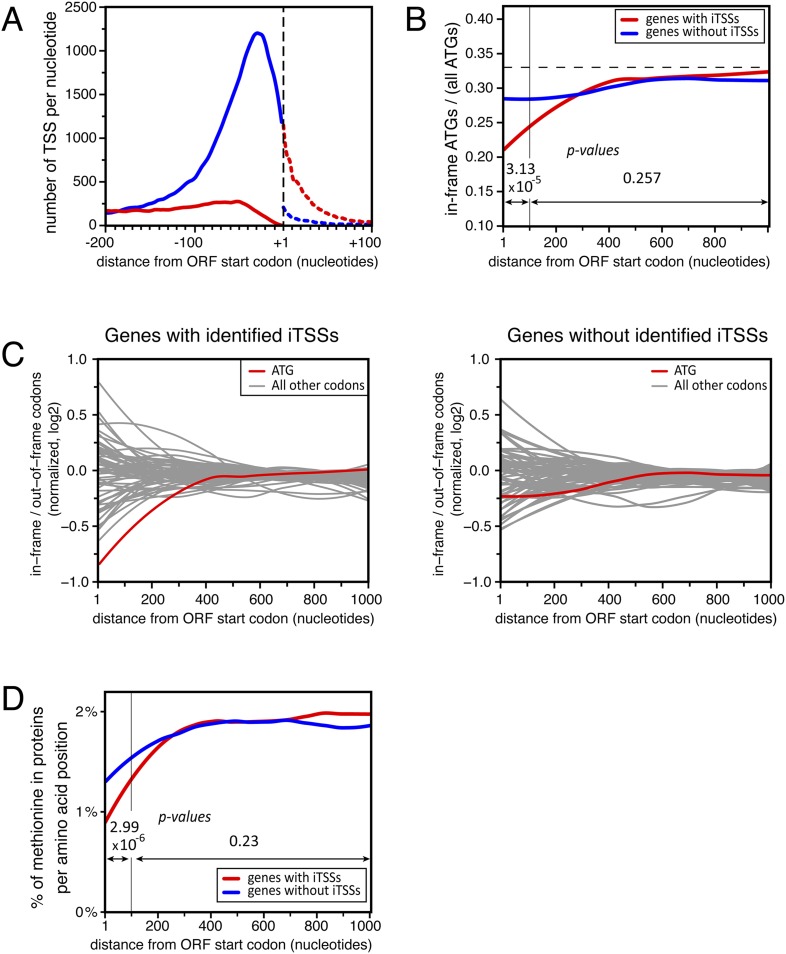
Distribution of in-frame vs out-of-frame ATG codons and methionines for genes with or without transcription start sites downstream of annotated ATGs (iTSSs). (**A**) Cumulative total number of transcription start sites (TSSs) per nucleotide in *upf1∆* cells for TSSs directly followed by the annotated ATGs (blue line) or a upstream open reading frame (uORF) (red line) and for TSSs downstream the annotated ATGs (iTSSs) and followed by an out-of-frame ATG (red dashed line) or by an in-frame ATG (blue dashed line). (**B**) Proportion of in-phase ATGs (+1 frame) following an annotated start codon, binned over nine nucleotides, for protein-coding genes with (red; 3327 genes) or without (blue; 1904 genes) iTSS reads in *upf1∆*, as defined in the text. The dashed line indicates the expected value for a random distribution. Genes with iTSSs reads are significantly depleted of in-frame ATGs relative to all ATGs in the first 100 nucleotides when compared with genes without iTSSs reads (p-value = 3.13 10^−5^; ANOVA). (**C**) Proportion (log_2_) along the ORFs of in-frame codons, normalized over the regions downstream the first 300 nucleotides of genes, for all codons (binned over nine nucleotides) for the two sets of genes defined in **B**. The ATG codon is in red. (**D**) Frequency of methionines per amino acid position along the ORFs for the two sets of genes defined in (**B**). The p-values (ANOVA method) for the difference in methionine composition over the regions between 0–100 and 100–1000 nucleotides are indicated on the figure. **DOI:** http://dx.doi.org/10.7554/eLife.06722.020

## Discussion

### Genome-wide identification of TSSs

We describe here the use of a modified 5′-RACE technique to identify the 5′-ends of capped RNA, which map RNAPII TSSs. The method, which includes a streptavidin-biotin purification step, is highly specific and can be applied to any eukaryotic organism. Our results provide the most comprehensive genome-wide identification of TSSs in budding yeast, not only for mRNAs but also for a wide range of pervasive transcripts, including previously non-annotated ones. This was made possible by combining this highly specific TSS determination technique with the use of mutants affecting both the nuclear exosome and the cytoplasmic NMD pathway.

Detailed analyses of the sequencing reads and the corresponding upstream genomic sequences extended and validated the previously identified sequence consensus surrounding TSSs in *S. cerevisiae* (A(N)_6_PyPu; Figure 1—figure supplement 2A and Figure 4—figure supplement 2, and Zhang and Dietrich 2005). Importantly, this consensus sequence was observed for the TSSs of all the different classes of transcripts identified in this study. Note that 1,775,474 sites in the genome conform to this consensus but only 85,714 (4.8%) were used as TSSs.

We also identified cases in which transcription started on what appears to be a ‘slippery’ sequence (PyAAA), which resulted in the incorporation of an additional non-encoded A at the 5′-end of the transcripts. The simplest explanation for this observation is that the very short nascent RNA formed after two or three nucleotide incorporation is able to shift back by one nucleotide, probably together with the RNAPII, before transcription resumes (Figure 1—figure supplement 2D), suggesting that the ternary complex formed by the transcribing polymerase, the RNA moiety and chromatin is rather labile at this early stage of transcription.

### Role of nonsense-mediated RNA decay in removal of pervasive and cryptic transcripts

Our analyses of TSSs in NMD-deficient cells revealed the prevalent role of this cytoplasmic RNA quality-control pathway in eliminating pervasive transcripts. We found that 52% of the SUTs and XUTs were significantly stabilized in *upf1∆* cells when using the TSSCs from the TSS-sequencing experiments (see Supplementary file 1). When using the RNAseq approach, this proportion was even higher (70%; see Supplementary file 2), possibly because of the overall higher sequence read counts for a given transcript, which provides more power to statistical analyses. Since NMD is a translation-coupled RNA degradation pathway, the stabilizing effect seen upon *UPF1* deletion on pervasive transcripts indicated that once these transcripts reached the cytoplasm they associate with the translation machinery. Indeed, once they reached the cytoplasm the pervasive transcripts (being capped and poly-adenylated) cannot be distinguished from normal mRNAs and associate with the translation machinery. However, since they usually have short ORFs followed by relatively long 3′ UTR regions (Figure 3—figure supplement 1), a hallmark of NMD substrates in yeast (Decourty et al., 2014), they will be targeted for degradation by this RNA quality-control pathway. This is supported by the identification of pervasive transcripts (mainly XUTs and SUTs) in ribosomal profiling experiments performed in wild-type cells and the recent discovery of a new class of unannotated transcripts (uRNAs) associated with polyribosomes and encoding short peptides (Ingolia et al., 2009; Smith et al., 2014).

The association of so-called ‘non-coding’ transcripts with the translation machinery and their ensuing high sensitivity to NMD has also been observed in multicellular organisms. In mouse embryonic stem cells, many long non-coding RNAs (lncRNAs) were found to be associated with translating ribosomes and an estimated 17.4% of lncRNAs were found to be upregulated in the absence of *UPF1*, compared with only 4% for protein-coding genes (Ingolia et al., 2014; Smith et al., 2014).

Our results also showed that XUTs, originally described as Xrn1-sensitive transcripts (van Dijk et al., 2011), are in fact primarily targeted by NMD by virtue of their poor coding capacities, with the Xrn1 exonuclease acting as a downstream effector of this pathway. Thus, we propose to redefine the various classes of pervasive transcripts identified in yeast into transcripts primarily degraded in the cytoplasm (SUTs and XUTs) and transcripts more sensitive to the nuclear exosome (CUTs) even though each of these degradation pathways similarly affect some transcripts and can show a synergic effect (see below).

Our analysis also revealed the prevalent role of NMD in the removal of cryptic transcripts initiating from intragenic promoters either in sense (here called B) or in antisense orientation (here called A). The strong impact of NMD inactivation on these transcripts indicated that they are exported to the cytoplasm and associate with the translation machinery, as is the case for the pervasive transcripts (see above). Even though we cannot rule out an indirect effect of the *UPF1* deletion on chromatin structure, the high number of intragenic transcripts (whether sense or antisense) identified in the *upf1*∆ single mutant suggests that the inhibition of transcription initiation by transcription-coupled chromatin modifications is not fully efficient and thus that some of these transcripts are produced as part of the normal transcription cycle in wild-type cells, with NMD playing an important role to eliminate them.

### Cooperation between nuclear and cytoplasmic RNA quality-control pathways

Deletions of *UPF1* and *RRP6* had an additive effect on the accumulation of CUTs, SUTs and XUTs. However, a number of pervasive transcripts, in particular ‘A’ and ‘intergenic’ ones, were stabilized to substantial levels only when both the nuclear and the cytoplasmic RNA quality-control pathways were compromised, suggesting that they can act synergistically.

Two mechanisms of transcription termination have been reported in yeast. One depends on the cleavage and poly-adenylation complex (CPF-CFI/II), which generates the poly-adenylated mRNAs that get exported and translated in the cytoplasm, and another, which involves the NNS complex and is shared by CUTs and sn(o)RNAs precursors (see ‘Introduction’). However, the demarcation between the two modes of termination is far from being strict as some terminators can often be recognized by both pathways depending on their distance from the TSS (Porrua et al., 2012). In the early phase of transcription elongation the RNAPII CTD repeats are mainly phosphorylated at Ser5, which favor recruitment of the NNS complex; while transcription proceeds, Ser2 gets phosphorylated at the expense of Ser5, promoting the recruitment of the CPF-CFI/II complex (Ahn et al., 2004; Kim et al., 2004). For some pervasive transcripts, these two termination pathways may compete and generate transcripts terminated by the NNS pathways and degraded by the nuclear exosome, as well as transcripts terminated by the CPF-CFI/II pathway and exported to the cytoplasm where they are targeted for degradation by the NMD. The produced RNAs would thus accumulate to detectable levels only when both RNA quality-control pathways are inactivated. Since the nuclear exosome has recently been shown to act with the NNS complex to promote early transcription termination at specific targets in *S. cerevisiae* (Fox et al., 2015), we cannot rule out that in wild-type or *upf1*∆ cells transcription will normally be terminated by the NNS complex and the synthesized transcripts degraded by the nuclear exosome, while in *rrp6*∆ cells transcription will proceed until the polymerase encounters the next CPF-CFI/II termination signal giving rise to longer transcripts exported to the cytoplasm and targeted for degradation by the NMD.

### NMD removes numerous transcripts arising from the low specificity of transcription initiation

NMD was previously shown to target a few hundred uORF-containing mRNAs (He et al., 2003; Guan et al., 2006; Johansson et al., 2007; Arribere and Gilbert, 2013). However, the use of NMD-deficient cells allowed us to identify 22% of the active genes for which a fraction of their transcript isoforms carried at least one uORF and were significantly sensitive to NMD. Moreover, 35% of the expressed genes generated transcript isoforms initiating at iTSSs and significantly stabilized in the absence of Upf1 (see Figure 7A,B). Some transcripts initiated at iTSSs were previously described in wild-type cells and shown to allow the synthesis of N-terminal variants of proteins exhibiting differential stabilities or localizations (Wu and Tzagoloff, 1987; Gammie et al., 1999; Arribere and Gilbert, 2013; Pelechano et al., 2013) but their number was vastly underestimated, probably because of their sensitivity to NMD (see Figure 7C). These two observations reveal an important role for NMD in getting rid of numerous undesired transcripts, the majority of which likely resulted from the low specificity of TSS selection by RNAPII. Yet, we cannot rule out that some of these transcripts have a biological function. For example, the use of alternative TSSs giving rise to transcripts with very different sensitivity to NMD could be used for regulatory purposes, in a way similar to that described for some genes of the nucleotide biosynthetic pathway (Kuehner and Brow, 2008; Thiebaut et al., 2008).

Altogether, transcript isoforms carrying a uORF or starting at an iTSS and targeted by NMD constituted the major transcript isoforms for only 446 mRNAs and minor transcript isoforms for almost half of the expressed genes. Therefore, although not quantitatively impacting the overall mRNA levels substantially (Figures 2A, 7C), NMD affects qualitatively a large fraction of the mRNA transcription units. NMD also has a strong impact on the accumulation of pervasive and cryptic transcripts and thus appears as a major player shaping the yeast transcriptome. In addition, we observed that transcripts initiated at iTSSs are significantly depleted in ATGs in the +1 frame, precluding the synthesis of N-terminally truncated proteins and ensuring their efficient NMD degradation. It thus suggests that this phenomenon might be important enough to have imposed an evolutionary constraint on the methionine content of the N-terminus of the yeast proteins.

## Materials and methods

### Yeast strains and culture

All the strains are a derivative of BY4741 and were obtained directly from the Euroscarf deletion collection (http://web.uni-frankfurt.de/fb15/mikro/euroscarf/) or generated by crossing with a *can1∆* derivative of BY4741 (LMA1057, see Table 2). Cells were grown to mid-exponential phase in YPD-rich medium at 30°C in a microturbidostat as previously described (Decourty et al., 2008), harvested by centrifugation and the pellet was frozen in liquid nitrogen.

**Table 2.** Yeast strains used in this study **DOI:** http://dx.doi.org/10.7554/eLife.06722.021

Strain	Genotype	Reference
BY4741	Mat a, *his3∆1*, *ura3∆0*, *leu2∆0*, *met15∆0*	(Brachmann et al., 1998)
LMA1057/3401	BY4741 *can1∆*	This study
LMA1774/2759	BY4741 *can1∆*, *upf1∆*::HIS3MX6	This study
LMA1676/3405	BY4741 *can1∆*, *rrp6∆*::hphMX6	This study
LMA1772	BY4741 *can1∆*, *upf1∆*::KANMX6, *rrp6∆*::HPHMX6	This study
LMA1790	BY4741 *can*1*∆*, *upf1∆*::KANMX6	This study
LMA2758	BY4741 *can1∆*	This study
LMA2760	BY4741 *can1∆*, *xrn1∆*::KANMX6	This study
LMA2762	BY4741 *can1∆*, *xrn1∆*::KANMX6, *upf1∆*::HIS3MX6	This study
LMA2921/3403	BY4741 *can1∆*, *set2∆*::KANMX6	This study
LMA2922	BY4741 *can1∆*, *set2∆*::KANMX6, *upf1∆*::HIS3MX6	This study
LMA3409	BY4741 *can1∆*, *upf1∆*::HIS3MX6, *rrp6∆*::HPHMX6	This study

### RNA extraction and analysis

Total RNA was extracted using the hot acid phenol protocol (Collart and Oliviero, 2001). Poly(A)^+^-RNA were obtained by two successive rounds of purification using oligo (dT)_25_ magnetic beads (New England Biolabs, Ipswich, MA) following the manufacturer's protocol. Northern blots were carried out on poly(A)^+^-RNA as described in Neil et al. (2009) using ^32^P-labeled riboprobes except for *ACT1* for which a ^32^P-labeled oligonucleotide was used.

### Library preparation

Approximately 500 ng of poly(A)^+^-RNA was mixed with 10 units of Antarctic phosphatase (New England Biolabs) in a final volume of 50 μl. After 1 hr at 37°C, the reaction was treated with phenol/chloroform and ethanol precipitated. The RNA pellet was resuspended in 44 μl of water and 10 units (1 μl) of TAP (Epicentre, Madison, WI) and 5 μl of 10× TAP buffer was added. The reaction was incubated 1 hr at 37°C followed by phenol/chloroform extraction and ethanol precipitation. The RNA pellet was resuspended in 5 μl of water. Next, the RNAs were ligated overnight at 16°C with 50 pmoles of the biotinylated oligonucleotide 3041 (Table 3) in a 20 μl reaction containing 10 units (1 μl) of T4 RNA ligase I (New England Biolabs) and ATP at a final concentration of 1 mM. RNAs were subsequently fragmented by incubation for 10 min at 70°C after addition of 5 μl of a 50 mM ZnCl_2_, 50 mM Tris-HCl pH7.4 solution. The reaction was stopped by the addition of 1 μl EDTA 0.5 M and biotinylated RNA were purified using streptavidin magnetic beads according to the manufacturer's protocol (Dynabeads, MyOne streptavidin C1, Life Technologies, Carlsbad, CA). After washing, the beads were resuspended in 20 μl of water and the bound RNAs eluted by incubation for 5 min at 90°C. This fraction is enriched for 5′-ends of capped RNA molecules. Note that the supernatant of the first step of the purification procedure containing RNA fragments corresponding to the body and the 3′-end of the gene not attached to the biotinylated oligonucleotide can be recovered and used to prepare independent libraries. This RNA population can be further fractionated using oligo (dT)_25_ magnetic beads to enrich for 3′-end of RNA molecules. The ∼18.5 μl eluate from the streptavidin beads was mixed with 50 pmoles of oligonucleotide 3038 (see Table 3), heat denatured for 5 min at 70°C and slowly cooled down to 30°C in a Biorad iCycler PCR machine. Once the temperature had reached 30°C, 6 μl of 5× RT buffer, 1.5 μl of a 10 mM dNTPs solution, 1.5 μl of RNasin (Promega), 180 ng of actinomycin D, 300 units of RevertAid reverse transcriptase (Thermo Scientific, Waltham, MA), and water qsp 30 μl were added. The reaction was incubated 10 min at 30°C, followed by 40 min at 42°C, 10 min at 55°C, 10 min at 60°C and 15 min at 75°C. RNAs were then degraded by incubation for 10 min at 75°C after the addition of 3 μl of 1 N NaOH. The reaction was quenched by the addition of 3 μl of 1 N HCl and precipitated by the addition of 3 volumes of 100% ethanol and 0.1 volume of 3 M sodium acetate pH 5.2. The precipitated cDNA was subjected to 5 cycles of PCR amplification in 20 μl with Phusion DNA polymerase (Thermo Scientific) using Illumina (San Diego, CA) multiplexing PCR primer 1.0 and 2.0 followed by an additional 6 to 8 cycles of amplification using Illumina multiplexing PCR primer 1.0 and one PCR primer index. The reaction was purified with Agencourt AmPure XP beads (Beckman Coulter, Indianapolis, IN) following manufacturer's instructions at a 1.8 × concentration and eluted in 20 μl water. Libraries were quantified using Qubit (Life Technologies) and sequenced on an Illumina HiSeq 2000 or 2500 with 50 or 100 bases single-end reads. To validate our method for the identification of TSSs, we compared libraries made with or without treatment of the RNAs with TAP. 500 ng of poly(A)^+^-RNA obtained by purification with oligo (dT)_25_ magnetic beads starting from *S. cerevisiae* or *S. pombe* (used as an internal reference for normalization) were dephosphorylated using Antarctic phosphatase as described. Then, *S. pombe* RNAs and one half of the RNAs extracted from *S. cerevisiae* were treated with TAP. The second half of *S. cerevisiae* RNAs was mock treated. Before ligation with the biotinylated oligonucleotide 3041, each half of *S. cerevisiae* RNAs was mixed with an equivalent quantity of calf intestinal alkaline phosphatase (CIP)/TAP-treated RNAs from *S. pombe*. The subsequent steps of the library preparation were identical to the ones described above.

**Table 3.** Oligonucleotides used in this study **DOI:** http://dx.doi.org/10.7554/eLife.06722.022

Name	Sequence 5′-3′	
ACT1-1407−	ACACTTGTGGTGAACGATAGATGG	P^32^ labelled probe
YMR114c-839+	ATCGAGGTGTAAAGGGTG	Synthesis of probe
T7-YMR114C-1068−*	**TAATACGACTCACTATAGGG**CCTCTGGAGTCTTTCTGG	Synthesis of probe
YIL136w-1013+	ACTGGTGGTCTGGATGG	Synthesis of probe
T7-YIL136w(+)115−*	**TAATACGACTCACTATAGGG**TGCCACTAATTTACTCCG	Synthesis of probe
NEL025c-35+	AACAAATGCCAAGTCGGGAC	Synthesis of probe
T7-NEL025c-263−*	**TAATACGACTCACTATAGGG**AAACGTTTGGTAAGAACTC	Synthesis of probe
SUT093_fwd	GAGTCCAGCGTCTCTACAC	Synthesis of probe
T7-SUT093_rev*	**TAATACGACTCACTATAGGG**GACTTAATTGTCGTTGCTAGGAC	Synthesis of probe
SUT338_fwd	GAAAGACCGAAGGTGAAGAG	Synthesis of probe
T7-SUT338_rev*	**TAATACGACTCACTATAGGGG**TGGTACAGCCCTGTGTTCC	Synthesis of probe
SUT779_fwd	AACGAGGGAACTAGCCAG	Synthesis of probe
T7-SUT779_rev*	**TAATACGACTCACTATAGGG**CTCTTCATCATCTGTGGAG	Synthesis of probe
TPO2(+)131−	GTATGTAGAAATGTCCGACG	Synthesis of probe
T7-TPO2-1798+*	**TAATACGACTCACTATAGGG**GTAAGGGCTTGAGAC	Synthesis of probe
MAL12/32-1723−	GATTCTACCTTCCCATGG	Synthesis of probe
T7-MAL12/32-1161+*	**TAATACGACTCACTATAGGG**TCAAGGTCAGGAGATAGG	Synthesis of probe
XUT3F5-fwd	AGGAAAATGGGACTACAG	Synthesis of probe
T7-XUT3F5-rev*	**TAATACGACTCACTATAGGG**TGTAAAAGGGCACAGTC	Synthesis of probe
3041†	5BioTEG/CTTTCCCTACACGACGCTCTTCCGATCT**NNNNCGCGrCrGrNrN**	Ligation with TAP treated RNA
3118†	5BioTEG/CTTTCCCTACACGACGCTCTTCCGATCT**NNNNGCCGrCrGrNrN**	Ligation with fragmented RNA
3038†	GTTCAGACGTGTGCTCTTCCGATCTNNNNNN	Reverse transcription

* The sequence in bold face corresponds to the T7 promoter sequence.

† The sequence in bold face corresponds to the tag used to identify the 5′ end of the cDNAs. r stands for ribonucleotide.

For analysis of the *xrn1∆* mutant compared with the *upf1∆* mutant, since the absence of Xrn1 leads to the accumulation of decapped RNAs (Hsu and Stevens, 1993), we had to modify the protocol used for library preparation. Instead of the CIP/TAP treatment before ligation with the biotinylated oligonucleotide 3118, RNA was fragmented with ZnCl_2_ and subsequently phosphorylated with T4 polynucleotide kinase (Thermo scientific). The subsequent steps of library preparation were identical to the ones described above for the 5′-end. Moreover, since the absence of Xrn1 affects the overall mRNA content (Sun et al., 2013), an aliquot of a *S. pombe* culture was added to the cell pellet before RNA extraction for library preparation to provide an independent internal control for normalization.

### Data analyses

#### Illumina reads treatments

Duplicated reads, identified using the random sequence tags within the ligated oligonucleotides (oligonucleotides 3041 and 3118 in Table 3) were first filtered out. Then reads corresponding to the 5′-ends of cDNA fragments were extracted using the tag present in the added oligonucleotide (see Table 3) for all the unique reads. After removal of the tag, the resulting reads were mapped using bowtie (version 2.2.3 with the following parameters: –N 1 –p 1 ––no-unal –D 15 –R 2 –L 22 –I S,1,1.15) and a compilation of *S. cerevisiae* genome (S288C reference sequence, Release 64 obtained from the Saccharomyces Genome Database (SGD) [http://www.yeastgenome.org/]) and *S. pombe* genome (ASM294 reference sequence, v2.19 obtained from PomBase [http://www.pombase.org/]) as reference genomes.

#### Mapped reads processing

For libraries L5p_01 to L5p_10 (see Table 1) used for TSS sequencing, the 5′-end positions of the resulting mapped reads were used as TSS positions and extracted to wig files. For samples of the libraries LT_01 and LT_02, used for RNAseq, reads corresponding to the whole transcripts and full read coverage were extracted to wig files.

#### Peak calling

Libraries L5p_01 to L5p_03 and L5p_04 to L5p_06 were regrouped into clusters (TSSCs) using the peak calling method described in Neil et al. (2009). Parameters were optimized by maximizing the number of ORFs assigned to only one TSSC while minimizing the number of ORFs not assigned to any TSSC. As parameters, we finally chose a threshold of four reads in at least one of the samples used for the clustering and a maximum distance between two consecutive TSSs within a cluster of 50 nucleotides. For library L5p_01 to L5p_03, TSSCs were generated with the code TSSC_upf1_rrp6 (Supplementary file 1). For library L5p_04 to L5p_06, TSSCs were generated with the code TSSC_upf1_set2 (Supplementary file 3).

#### Differential expression

TSSCs and transcript differential expression were calculated using DESeq2 (Love et al., 2014) within the SARTools pipeline (https://github.com/PF2-pasteur-fr/SARTools). For TSSCs, the mean TSS read counts in the region 50 to 10 nucleotides upstream of the ATG of each non-dubious ORF were used as an internal standard for size factor determination. For transcripts, the *S. pombe* transcripts read counts were used as the internal standard for size factor determination.

#### Identification of TSSCs

TSSCs were assigned to annotations and sorted in a defined class according to their relative positions to the linked features. TSSCs overlapping the 5′-UTR mRNA sequences in the sense orientation were assigned to mRNAs (O-TSSCs in Supplementary files 1, 3). TSSCs mapped within the ORF or the 3′-UTR sequences and in the sense orientation were called B-TSSCs. TSSCs overlapping an mRNA sequence but in the antisense orientation were called A-TSSCs. C, S, X, and F TSSCs (Supplementary files 1, 3) correspond to TSSCs overlapping in the sense orientation with the 5′-end or found within CUTs, SUTs, XUTs and stable ncRNAs and transposable elements, respectively. All other TSSCs were classified as intergenic (I in Supplementary files 1, 3). CUTs, XUTs, and SUTs constituting overlapping transcript populations, when a TSSC was assigned to a pervasive transcript annotated in more than one of these classes we arbitrarily associated the corresponding TSSC in priority to CUTs, then to XUTs and finally to SUTs. mRNA coordinates were extracted from data of Pelechano et al. (2013). ORFs, tRNAs, rRNAs, small nuclear RNAs (snRNAs), and sn(o)RNAs coordinates were retrieved from the SGD (http://www.yeastgenome.org/). CUT and SUT coordinates were retrieved from Xu et al. (2009), while XUT coordinates were from van Dijk et al. (2011). We also used the CUTs described in Neil et al. (2009). ORF ATG coordinates were corrected for 150 of them identified as misannotated by Park et al. (2014).

#### Filtering of TSSCs

False positive TSSCs were filtered out using two criteria: the signal to noise ratio (SNR) and TSS accuracy.

SNR was defined as the log2 of the ratios of read counts of TAP samples vs no-TAP samples. For TSSC_upf1_rrp6 we used libraries L5p_07 and L5p_08 and for TSSC_upf1_set2 we used libraries L5p_09 and L5p_10. We choose a SNR limit of 0.55.

TSS accuracy was defined as the proportion of TSSs within a TSSC mapped on a purine preceded by a pyrimidine vs the total count of TSSs mapped within the TSSC. We choose a minimum TSS accuracy of 80%.

#### Distribution of individual TSSs around start codons

Individual TSS counts and read counts were used to determine the repartition of the TSSs around the ATGs of annotated ORFs (−200 to +100 nucleotides around ORFs ATGs). We used the ORF ATG positions retrieved from the SGD and corrected as described above in the ‘Identification of TSSCs’ section.

#### Identification of ORFs following individual TSSs

For each TSS identified in the region from −200 to +100 nucleotides around ORF ATGs, we looked for the two subsequent ATGs. When the TSS was upstream of the annotated ATG start codon, we determined whether or not it was the first encountered one. When the TSS was within the ORF, we determined whether the ATGs were in the same phase as the natural ORF or not.

#### Determination of ORF and 3′-UTR sizes for the different features

For mRNAs, ORF start, ORF end and 3′-end coordinates obtained, as described above in the ‘Identification of TSSCs’ section, were used to calculate the sizes of the ORF and the 3′-UTR. For XUTs and SUTs, ORF start was determined as the coordinate of the first ATG after the annotated start obtained in Xu et al. (2009) and van Dijk et al. (2011). ORF ends were determined as the coordinate of the first in phase stop codon encountered after the previously selected ATG start codon. The region between the end of this potential ORF and the end of the XUT or SUT was considered to be the 3′UTR.

#### Nucleotide use

We determined the proportion of A, T, G, and C at each position in the region spanning −200 to +100 nucleotides around the ATGs of ORFs according to the annotation found in the SGD and corrected as described above.

#### Codons and amino acids use

We determined the number of ATGs within the first 1000 nucleotides after the ORF start codon based on the information available in the SGD. To avoid the overrepresented value of the start ATG codon, the first three nucleotides were not included in the analysis. The ratios between phased ATG and total ATG counts were computed in a window of nine nucleotides. The same method was applied for all other codons. To estimate the differential use of a codon between the start and the body of the ORFs, we normalized the value for each codon taking into account the mean ratio for this particular codon in the region comprised between 500 and 1000 nucleotides after the start codon.

We used the protein sequences retrieved from SGD and omitted the first methionine of the proteins.

#### Transcripts expression levels

We used the coverage of LT_01 and LT_02 libraries to calculate transcript expression levels of mRNAs, SUTs and XUTs. The coordinates of the different types of transcripts were obtained as described above. We calculated the expression levels for the four samples of both libraries and then used DESeq2 for normalization, estimation of fold change and mean signal calculation (Supplementary file 2).

#### Mean NFR density

The mean NFR density has been calculated using a nucleosome definition in Kaplan et al. (2009). We collected the nucleosome signal in regions from −1000 to +1000 nucleotides around each TSS, aligned on TSS position and calculated means for each position.

#### Accession number

The data reported here have been deposited in NCBI GEO under the accession number GSE64139.

How the deposited data were processed for this re-analysis (not part of the article)

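Transcription start sites were sequenced in 2 experiments with budding yeast. The *RRP6* experiment had 12 libraries, 3 each from wild-type, *upf1∆*, *rrp6∆* and *upf1∆rrp6∆* cells. The *SET2* experiment had 12 libraries, 3 each from wild-type, *upf1∆*, *set2∆* and *upf1∆set2∆* cells. The samples also include 8 libraries made with or without TAP and 8 RNAseq libraries, which are not analysed here because the processed tables hold no values from them.

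The authors aligned reads with bowtie 2.2.3 to S288C R64 and *S. pombe*, removed duplicates by a random tag, and grouped 5′-ends into TSSCs with a minimum of 4 reads in a library and at most 50 nt between TSSs. The authors then filtered TSSCs on a TAP signal to noise of 0.55 and a TSS accuracy of 80%, and normalized reads per TSSC with DESeq2, run through SARTools, to reads that start 50 to 10 nt upstream of ORF ATGs. The score values used here, as deposited, are these normalized reads, pooled by the authors into 1 value per genotype. Each of the 2 deposited tables gives a TSSC's position, class and annotation, 1 normalized whole number per genotype, and the log2 fold changes, p-values and adjusted p-values of the authors' DESeq2 comparisons. That the value of a genotype is the mean of its 3 libraries was inferred. No column of values per sample was left unused.

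The plan made before the data were examined assumed reads per library and fits in edgeR, which were not possible with pooled values. For pooled values the plan named only a pseudocount of 1, its alternative of 0.1 and the filter on a mean of at least 10. The measures used in its place were chosen after the tables were opened: the share of TSSCs more than 2-fold higher with its 95% Wilson interval, the median log2 ratio with its 95% interval from order statistics, and, for additivity, the log2 ratio over the sum of the single effects beside the planned interaction. The plan also left isoforms out where the files hold no reads by position, so the comparisons of upstream ATGs and of the frame of the first ATG by TSSC replace it and were likewise chosen later. The consensus, the first ORFs and 3′ lengths, the ATGs at the start of genes, the stable RNAs, the wild-type values of at least 4 and the split of TSSCs by overlap with the other experiment were not in the plan. The intervals cover neither the spread between libraries nor the dependence between TSSCs of a gene. As the depth of a single library enters the tables through the pooled value alone, the precision at a given level was taken from the comparison of *upf1∆* with wild-type, which both experiments measured, over TSSCs that overlap by at least 1 nt on the same strand. The reads of each library are in Table 1 of the paper. Shares of the authors' calls (adjusted p under 0.05) are given as theirs.

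Classes were compared with two-sided Fisher's exact tests across TSSCs, with Benjamini-Hochberg adjustment within each family of tests. Median distances and lengths were compared with two-sided permutation tests of 100000 resamples, and those within 4 groups of mRNA length and the shares of in-frame ATGs with 10000. Additivity was measured as the log2 ratio of the double mutant over the sum of the single effects and as the interaction on the log2 scale, beside 20 simulations of the sum with counting noise. Start codons, upstream ATGs, first ORFs and the bases around 1-nt TSSCs were read from the R64 reference, where 5206 of 5231 ORFs had an ATG at the annotated start. An upstream ATG was counted where it follows every position of the TSSC. For XUTs and SUTs, the paper's methods read the first ORF from the annotated start. This was used for sizes, and the TSSC was used for the comparison of 3′ lengths, with the paper's definition as an alternative.

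Named TSSCs were chosen before the data were examined as those of every transcript the paper names and of the deleted genes, and the 2 with the largest log2 ratio per class among those with an adjusted p under 0.05 and a mean value of at least 20. The further condition of an equal direction in all 3 replicates could not be applied to pooled values. SUT093, SUT779, SUT338, XUT15R-249 and the NEL025c CUT were not found under these names in the tables.

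The counting of higher TSSCs was tested on simulated data of 17812 TSSCs in which 200 were changed: 100% were recovered, and of the unchanged TSSCs 0% with a value of 10 or more and 1.55% with a lower value were called. The changes were larger than the 2-fold limit and were made only in TSSCs with a wild-type value of 10 or more. So recovery of smaller changes, or at lower values, was not tested. The simulation holds counting error alone. The wild-type values of the 2 experiments were also compared, scaled to equal mRNA medians. Of all matched TSSCs 5.12%, and of CUT-TSSCs 12.2%, were more than 2-fold higher in the *RRP6* experiment. Of B-TSSCs 12.6% were more than 2-fold lower. So the differences between the experiments are larger than simulated. Paired TSSCs can differ in their limits, and this was not separated from error.

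The alternatives were a pseudocount of 0.1, a mean of at least 10 over the groups compared, adjusted p under 0.01, adjusted p under 0.05 with at least 2-fold, an overlap of at least 50% of both TSSCs, and the *SET2* experiment in place of the *RRP6* experiment for isoforms. Further ones were chosen after seeing the data: for the Set2 distances, the own ratio, adjusted p under 0.01, the mean of at least 10 and a value of at least 10 in *upf1∆* cells, for 3′ lengths, the first ORF from the annotated start, and for all shares, ratios relative to the median mRNA-TSSC. Genes with isoforms sensitive to NMD were not counted, as this needs reads by position. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.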

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

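All tests in this part were chosen after the result was seen, and some replaced earlier versions. For small nuclear and nucleolar RNAs, a filter on a mean of at least 10 removed no TSSC and was replaced by a wild-type value of 100 or more, and a split by TSSCs wholly upstream of the mature RNA left that group empty and was replaced by a split on where the TSSC starts. For tRNA genes, a comparison with long terminal repeats alone and then a split by anticodon, which found no matching names, were replaced by the count of the first 30 nt, and a filter on a mean of at least 10, which favors TSSCs that rose, was replaced by a comparison of TSSCs with a wild-type value under 4.

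The paper assigns TSSCs to stable ncRNAs or repeats but does not report how they changed. In *rrp6∆* cells, 28 of 32 TSSCs of small nuclear and nucleolar RNAs (87.5%, 95% CI 71.9% to 95.0%) were more than 2-fold higher than in wild-type, with a median log2 ratio of 3.69. In *upf1∆* cells 0 of them were. The long terminal repeats, in the same category, were higher in *rrp6∆* in 17 of 292 cases. Low values as the source are argued against: of the 21 TSSCs with a wild-type value of 100 or more, 90.5% were higher. A rise of 5′-ends upstream of the mature RNA alone is argued against as well, since of the 13 TSSCs that start no more than 10 nt upstream of the annotated mature RNA, 84.6% were higher, and of the 19 that start further upstream 89.5%. As the RNA was selected by its poly(A) tail, a larger polyadenylated share of these RNAs in the absence of Rrp6 may account for the rise. The tables hold total values of poly(A)+ RNA alone, so this stays open, as does a change in the number of molecules.

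TSSCs of tRNA genes, which the paper does not discuss, were more than 2-fold higher in *rrp6∆* cells in 110 of 172 cases (64.0%, 95% CI 56.5% to 70.8%), and in 9 in *upf1∆*. Their summed value was 368 in wild-type and 1471 in *rrp6∆* cells, so single TSSCs rest on few reads. Reads shared between identical tRNA genes would not explain the rise where the first 30 nt occur once in the genome, and there 68.4% of 133 were higher. Counting noise at low values alone is argued against: with a wild-type value under 4, 13.3% (7.41% to 22.8%) of 75 TSSCs of long terminal repeats were higher in *rrp6∆*, against 66.9% (59.0% to 73.9%) of 151 of tRNA genes. A selection of TSSCs that rose is not excluded, as *rrp6∆* libraries took part in calling them. TSSCs of tRNA genes numbered 172 here and 44 in the *SET2* experiment, which had no *rrp6∆* libraries. For long terminal repeats these numbers were 292 and 246. Only 3 TSSCs of tRNA genes had a wild-type value of 10 or more, of which 1 was higher, so the rise is known at low values alone. Polyadenylation of RNAs that persist in the absence of Rrp6 may account for this rise too and was not tested. Whether these 5′-ends come from capped RNAs was not tested either.

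B-TSSCs were higher in *upf1∆* than in wild-type more often in the *RRP6* experiment (43.4%) than in the *SET2* experiment (21.5%), an odds ratio of 2.81 (Fisher's exact test, p = 4.5e-109, adjusted p = 9e-109 over 12 comparisons). The genotypes compared are the same in both experiments. A different set of TSSCs in each experiment may explain the difference: among 2058 B-TSSCs that overlap between the experiments, 49.2% were higher in the *RRP6* and 46.7% in the *SET2* experiment. The B-TSSCs found in the *SET2* experiment alone, 5480 in number, were higher in 11.5% of cases. No biological difference between the experiments was tested.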

How the results depend on the processing

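The choices of ratios relative to the median mRNA-TSSC, of 4 settings for the Set2 distances and of the first ORF from the annotated start were made after seeing the data, and the other alternatives before the data were examined. Of 163 recomputed values, 88 stayed within the interval, the factor of 1.5 or the side of the test that belongs to their result, 74 moved beyond it, 1 was no longer past 0.05, and 0 reversed. A reversal or a loss of 0.05 could be recorded only for the odds ratios of classes, the Set2 distances and the 3′ lengths. All other values could only stay or move. Intervals of the large classes are narrow, so a shift of a few percentage points counts as a move. The order of CUTs against XUTs and SUTs in *upf1∆* and in *rrp6∆* cells was kept with a pseudocount of 0.1 and with a mean of at least 10, where the odds ratios were 0.307 and 0.354 in *upf1∆*.

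A pseudocount of 0.1 raises the ratio of TSSCs with a small denominator, and with it the shares higher moved as follows: for *upf1∆* against wild-type 14.5% of mRNA, 37.0% of CUT, 65.7% of XUT and SUT, 51.6% of intergenic, 50.6% of A, 52.2% of B and 53.1% of all pervasive TSSCs. For *rrp6∆* against wild-type 5.01% of mRNA, 85.3% of CUT, 35.8% of XUT and SUT, 44.3% of intergenic, 60.6% of A and 18.6% of B TSSCs. For *upf1∆rrp6∆* against wild-type 19.6% of mRNA, 95.4% of CUT, 81.6% of XUT and SUT, 78.8% of intergenic, 89.7% of A and 57.7% of B TSSCs. For *upf1∆rrp6∆* against *rrp6∆* 54.5% of all pervasive TSSCs. For *upf1∆set2∆* against *upf1∆* 4.16% of mRNA, 20.9% of CUT, 23.2% of XUT and SUT, 18.8% of intergenic, 73.1% of A and 71.3% of B TSSCs. For *upf1∆set2∆* against *set2∆* 71.6% of A and 48.4% of B TSSCs. For *upf1∆* against wild-type in the *SET2* experiment 33.5% of B TSSCs. The median log2 ratio over the sum of the single effects became 0.52 for CUT and 0.65 for A TSSCs. Among isoforms, the shares became 30% for B-TSSCs with the first ATG in frame and 61.2% for B-TSSCs with the first ATG out of frame. The r between the experiments became 0.81.

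A mean of at least 10 over the groups compared leaves out the low TSSCs. As the mutant is part of this mean, a TSSC low in the reference passes where it rose, which favors higher shares. Some of the shares listed here fell all the same. These were the shares of mRNA TSSCs in *upf1∆* and in *rrp6∆* over wild-type. For *upf1∆set2∆* over *upf1∆*, those of mRNA, CUT, XUT and SUT, and intergenic TSSCs fell. The shares higher became the following: for *upf1∆* against wild-type 12.5% of mRNA, 47.2% of CUT, 71.6% of XUT and SUT, 55.5% of intergenic, 73.9% of A, 52% of B and 64.5% of all pervasive TSSCs. For *rrp6∆* against wild-type 3.78% of mRNA, 89.6% of CUT, 37.4% of XUT and SUT, 42.3% of intergenic and 72.4% of A TSSCs. For *upf1∆rrp6∆* against wild-type 96.5% of CUT, 82.7% of XUT and SUT, 78.2% of intergenic, 93.6% of A and 53.7% of B TSSCs. For *upf1∆rrp6∆* against *rrp6∆* 51.5% of all pervasive TSSCs. For *upf1∆set2∆* against *upf1∆* 2.24% of mRNA, 11.0% of CUT, 14.0% of XUT and SUT, 11.4% of intergenic and 67.8% of B TSSCs. For *upf1∆set2∆* against *set2∆* 76.5% of A and 44.4% of B TSSCs. For *upf1∆* against wild-type in the *SET2* experiment 49.1% of B TSSCs. The median log2 ratio over the sum became 0.65 for A TSSCs. Among isoforms, the shares became 75.6% for mRNA-TSSCs with 3 or more upstream ATGs and 63.0% for B-TSSCs with the first ATG out of frame. The r between the experiments became 0.96, and 0.95 with an overlap of at least 50% of both TSSCs.

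Taken relative to the median mRNA-TSSC, the shares higher became the following: for *upf1∆rrp6∆* against wild-type 13.9% of mRNA, 90.6% of CUT, 72.3% of XUT and SUT, 67.7% of intergenic and 43.3% of B TSSCs. For *upf1∆rrp6∆* against *rrp6∆* 44.6% of all pervasive TSSCs. The other 23 shares stayed within their intervals under this setting.

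Of the counts of increases in the authors' deposited table, those outside a factor of 1.5 were 806 of 5927 mRNA TSSCs for *upf1∆* against wild-type under adjusted p under 0.05 and at least 2-fold, from 1456. The *SET2* experiment in place of the *RRP6* experiment gave 11.1% for B-TSSCs with the first ATG in frame and 23.3% for B-TSSCs with the first ATG out of frame, and left the shares of mRNA-TSSCs by number of upstream ATGs within their intervals. The cause of these moves was not tested beyond what the settings do by construction.

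The differences in distance between Set2-sensitive and other TSSCs kept their direction under all 5 alternatives. With a value of at least 10 in *upf1∆* cells the difference for A-TSSCs fell to 68.5 nt and was no longer past 0.05 (permutation p = 0.51), and that for B-TSSCs was 642 nt. Under the other 4 both stayed past 0.05, between 498 and 622 nt for A- and between 776 and 1029 nt for B-TSSCs. The difference in 3′ length of XUTs and SUTs kept its direction and stayed past 0.05 with a mean of at least 10 and with the first ORF from the annotated start. These tests treat TSSCs of the same transcript as independent.

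No paired analysis was possible because the tables hold 1 pooled value per genotype. For the same reason the following alternatives were not run: DESeq2 and edgeR fits, TMM factors, DESeq2 size factors and library totals, at least 10 reads in at least 3 libraries, fits of the 2 genotypes compared alone, a replicate block, and leaving out each replicate. TSSCs before the authors' filters, a stricter signal to noise and at least 10 iTSS reads could not be tried on the tables either. Among levels of value, precision was lowest at low values. The SD of the difference in log2 ratio between the experiments was 0.76 at a mean value under 3 and 0.17 at 100 or more. A-TSSCs had a median wild-type value of 1 in the *RRP6* experiment.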

Differences from the paper's values

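The share more than 2-fold higher, the ratio over the sum of the single effects, the wild-type values of at least 4 and the split of TSSCs by overlap were chosen after the tables were opened, and ratios relative to the median mRNA-TSSC after the result was seen. No value that the paper states and that was also computed here differed from it by more than a factor of 1.5. For the *RRP6* experiment, each share of increased TSSCs in the authors' deposited table is higher than the one the paper gives: 82.1% against 79% for CUT-TSSCs in *rrp6∆*, 26.8% against 23% for CUT-TSSCs in *upf1∆*, 33.8% against 28% for XUT- and SUT-TSSCs in *rrp6∆*, 58.8% against 52% for XUT- and SUT-TSSCs in *upf1∆*, 44.8% against 39% for all pervasive TSSCs in *upf1∆*, 63.3% against 54% for all pervasive TSSCs in *upf1∆rrp6∆* over *rrp6∆*, 80.4% against 76% for XUT- and SUT-TSSCs in *upf1∆rrp6∆*, 93.1% against 92% for CUT-TSSCs in *upf1∆rrp6∆* and 24.6% against 17% for mRNA-TSSCs in *upf1∆* cells. With an adjusted p under 0.01, chosen before the data were examined, these shares became, in the same order, 76.3%, 21.0%, 27.0%, 51.6%, 38.2%, 54.9%, 72.6%, 90.0% and 20.5%, so the first 5 and the 2 of *upf1∆rrp6∆* over wild-type reached or passed the paper's value. With an adjusted p under 0.05 and at least 2-fold, likewise chosen before, they became 80.0%, 24.0%, 29.1%, 54.9%, 41.4%, 50.5%, 77.6%, 92.4% and 13.6%, so that of all pervasive TSSCs in *upf1∆rrp6∆* over *rrp6∆* and that of mRNA-TSSCs passed it. In the *SET2* experiment, the table gives 54.6% against 55% for A- and 40.3% against 40% for B-TSSCs, and the 2 alternatives gave 40.5% and 54.3% for A- and 29.5% and 37.2% for B-TSSCs. Supplementary file 1, which the paper cites for the *RRP6* shares, lists fewer increases than the deposited table in the 1503 TSSCs held here. For *upf1∆* over wild-type they were 425 against 517, and for *rrp6∆* 350 against 454. The paper's shares could not be recomputed from the part held. The median first ORF of XUTs and SUTs was 13 codons against the paper's 14, and that of annotated ORFs 406 against the paper's 401.

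The paper states that the unassigned TSSCs were detected in mutant cells alone. In the deposited table, wild-type cells had a value of 4 or more for 1185 of 3011 intergenic, 312 of 1750 A- and 1423 of 2978 B-TSSCs.

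The paper states that the deletion of both *UPF1* and *RRP6* had no additive effect on mRNAs. More mRNA-TSSCs were more than 2-fold higher in *upf1∆rrp6∆* (18.6%) than in *upf1∆* (13.5%) or *rrp6∆* cells (4.29%), and their median log2 ratio over the sum of the single effects was 0.12. Relative to the median mRNA-TSSC, a setting chosen after seeing the values, the shares were 13.9% and 12.7% for *upf1∆rrp6∆* and *upf1∆* cells.

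The paper states that the deletion of *SET2* had little effect on internal TSSCs found with the deletion of *UPF1* alone. Among A-TSSCs that overlap a TSSC of the *RRP6* experiment, 32.7% were more than 2-fold higher in *upf1∆set2∆* than in *upf1∆* cells, and among such B-TSSCs 33.2%, against 2.33% of such mRNA-TSSCs. These TSSCs were called over wild-type, *upf1∆*, *rrp6∆* and *upf1∆rrp6∆* libraries and are not the set the paper took from *upf1∆* cells, so the 2 are not compared like for like.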

Other observations

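All tests in this part were chosen after the result was seen, although the interaction on the log2 scale was itself a planned measure. For the double mutant, effects that multiply were at first tested once for CUTs and A-TSSCs together, on A-TSSCs, and the test was then split and the one of a scale offset added. For the Set2 distances, a filter on a mean of at least 10, which favors TSSCs that rose, was replaced by a value of at least 10 in *upf1∆* cells.

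Set2-sensitive internal TSSCs lie further from the mRNA 5′-end, as described at the claim. Longer mRNAs alone are argued against, since within 4 groups of mRNA length the smallest difference in median distance was 191 nt. Low values are argued against for B-TSSCs, where a difference of 642 nt (permutation p = 1e-05) remained among the 498 sensitive and 855 other TSSCs with a value of at least 10 in *upf1∆* cells. For A-TSSCs it was 68.5 nt (permutation p = 0.51; 74 and 178 TSSCs), so low values may account for their difference, and a limit of it to TSSCs that are low while Set2 is present stays open too. Closeness to the mRNA 3′-end, as opposed to distance from the 5′-end, was tested for B-TSSCs: in the last 250 nt 52.4% (48.3% to 56.5%) were higher in *upf1∆set2∆* than in *upf1∆* cells, against 65.4% between 250 and 500 nt, 64.8%, 66.0% and 67.8% in the next 3 groups up to 2000 nt, 74.2% between 2000 and 3000 nt and 58.1% (50.1% to 65.8%) beyond 3000 nt from the 3′-end. So the share showed no steady trend with this distance, but was not highest next to the 3′-end. For A-TSSCs it was 51.2% in the last 250 nt, between 62.8% and 75.2% from 250 to 3000 nt and 60.7% beyond. From the 5′-end the share of B-TSSCs rose from 10.2% in the first 250 nt to 85.2% between 1500 and 2000 nt and was 83.5% beyond 3000 nt. For B-TSSCs, a rule that counts distance from the 5′-end is a hypothesis, found and tested on the same data.

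The double mutant exceeded the sum of the single effects for CUTs and A-TSSCs. Rounding and counting noise are argued against, as the largest simulated median for CUTs was 0.00348 on the log2 scale. The simulation does not hold the spread between libraries. A scale offset between genotypes is argued against as the whole cause, as mRNA-TSSCs with a mean of at least 10 exceeded the sum by 0.12, below the 0.51 of CUT- and the 0.65 of A-TSSCs. For A-TSSCs, effects that multiply and a further interaction cannot be told apart: the median interaction was 0.23 (0.18 to 0.31) over all 1750 and 0.0444 (-0.02 to 0.11) over the 490 with a mean of at least 10. Adding 1 to each value raises the interaction of low TSSCs where 2 increases multiply, and how much of the first value comes from this was not tested. For CUTs the interaction was 0.15 (0.11 to 0.20) over all and 0.13 (0.09 to 0.16) with a mean of at least 10, and as mRNA-TSSCs had 0.10, effects that multiply and a further interaction of CUTs cannot be told apart without a scale that does not rest on mRNAs.

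The authors' comparisons of the *RRP6* experiment differ between their deposited table and the 1503 TSSCs of Supplementary file 1 held here, of 17812 in the table. All 1503 have the same values per genotype in both, which argues against other values as the source, while 17 have the same log2 fold change for *upf1∆* against wild-type. The median absolute difference was 0.03. Of these TSSCs, 517 increased by the table and 425 by the supplement, with 425 shared. In the *SET2* experiment, all 1490 TSSCs of Supplementary file 3 held here, of 21707 in the table, have the same log2 fold change in both.

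Genes with a TSSC position downstream of the annotated ATG have a smaller share of in-frame ATGs near it. Expression level is argued against for this share: within 3 groups of genes by wild-type value the smallest difference was -5.10 percentage points, with a largest permutation p of 0.011. The number of in-frame ATGs per gene was also lower in genes with such a position in all 3 groups. The permutation p-values for the number were 0.053, 0.0012 and 0.24, so expression level stays open for it. Codon use of the whole ORF is argued against by the difference further down the ORF, -0.265 percentage points (permutation p = 0.46). Which of the TSSs and the ATGs came first in evolution was not tested.

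Of the TSSCs 1 nt wide in the *RRP6* experiment, 117 did not start at a purine after a pyrimidine, although the authors' filter on TSS accuracy would have removed them, and 68 of these were B-TSSCs. How they passed the filter was not tested. 5′-ends that are not sites of initiation may be among them: of these B-TSSCs 33.8% (23.7% to 45.7%) had an A at -8, against 73.6% (69.9% to 77.0%) of the other 1-nt B-TSSCs. In *upf1∆* cells 3 of them were higher, against 26.2% of the others. In the *SET2* experiment an A at -8 was found in 45.8% of 72 and 76.4% of 1874 such B-TSSCs.

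The following mRNA-TSSCs, chosen after their values were seen, changed strongly in at least 1 mutant and are not discussed in the paper. The upstream TSSC of *IMD3* (YLR432W), on chromosome XII from 1002296 to 1002361, had 130 in wild-type, 148 in *upf1∆*, 4494 in *rrp6∆* and 5081 in *upf1∆rrp6∆* cells, while its downstream TSSC, from 1002415 to 1002493, had 495, 357, 467 and 326. *URA2* (YJL130C), on chromosome X from 172944 to 173053, had 58, 46, 1048 and 1343. YNL040W, on chromosome XIV from 553304 to 553436, had 835, 916, 18 and 25. An upstream mRNA-TSSC of YNL040W, from 552223 to 552242, had 68, 267, 64 and 445. *HO* (YDL227C), on chromosome IV, had 65 in wild-type and 16 in *upf1∆* cells of the *RRP6* experiment, and 47 and 9 in those of the *SET2* experiment. No explanation of these changes was tested.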
